# Bioinspired Rhamnolipid Protects Wheat Against *Zymoseptoria tritici* Through Mainly Direct Antifungal Activity and Without Major Impact on Leaf Physiology

**DOI:** 10.3389/fpls.2022.878272

**Published:** 2022-06-03

**Authors:** Rémi Platel, Anca Lucau-Danila, Raymonde Baltenweck, Alessandra Maia-Grondard, Ludovic Chaveriat, Maryline Magnin-Robert, Béatrice Randoux, Pauline Trapet, Patrice Halama, Patrick Martin, Jean-Louis Hilbert, Monica Höfte, Philippe Hugueney, Philippe Reignault, Ali Siah

**Keywords:** wheat, *Zymoseptoria tritici*, rhamnolipids, plant defenses, transcriptomic, metabolomic, omics

## Abstract

Rhamnolipids (RLs), glycolipids biosynthesized by the *Pseudomonas* and *Burkholderia* genera, are known to display various activities against a wide range of pathogens. Most previous studies on RLs focused on their direct antimicrobial activity, while only a few reports described the mechanisms by which RLs induce resistance against phytopathogens and the related fitness cost on plant physiology. Here, we combined transcriptomic and metabolomic approaches to unravel the mechanisms underlying RL-induced resistance in wheat against the hemibiotrophic fungus *Zymoseptoria tritici*, a major pathogen of this crop. Investigations were carried out by treating wheat plants with a bioinspired synthetic mono-RL with a 12-carbon fatty acid tail, dodecanoyl α/β-L-rhamnopyranoside (Rh-Est-C12), under both infectious and non-infectious conditions to examine its potential wheat defense-eliciting and priming bioactivities. Whereas, Rh-Est-C12 conferred to wheat a significant protection against *Z. tritici* (41% disease severity reduction), only a slight effect of this RL on wheat leaf gene expression and metabolite accumulation was observed. A subset of 24 differentially expressed genes (DEGs) and 11 differentially accumulated metabolites (DAMs) was scored in elicitation modalities 2, 5, and 15 days post-treatment (dpt), and 25 DEGs and 17 DAMs were recorded in priming modalities 5 and 15 dpt. Most changes were down-regulations, and only a few DEGs and DAMs associated with resistance to pathogens were identified. Nevertheless, a transient early regulation in gene expression was highlighted at 2 dpt (e.g., genes involved in signaling, transcription, translation, cell-wall structure, and function), suggesting a perception of the RL by the plant upon treatment. Further *in vitro* and *in planta* bioassays showed that Rh-Est-C12 displays a significant direct antimicrobial activity toward *Z. tritici*. Taken together, our results suggest that Rh-Est-C12 confers protection to wheat against *Z. tritici* through direct antifungal activity and, to a lesser extent, by induction of plant defenses without causing major alterations in plant metabolism. This study provides new insights into the modes of action of RLs on the wheat-*Z. tritici* pathosystem and highlights the potential interest in Rh-Est-C12, a low-fitness cost molecule, to control this pathogen.

## Introduction

Biosurfactants, also referred to as green surfactants, are amphiphilic surface-active molecules that contain a hydrophilic head and a hydrophobic tail (Desai and Banat, 1997). They are produced by a wide range of microorganisms, including bacteria, yeasts, and fungi, and are classified according to their molecular structure into mainly mannosylerythritol lipids, trehalose dimycolate, trehalolipids, sophorolipids, lipopeptides, and rhamnolipids (Crouzet et al., 2020). Biosurfactants have been extensively studied for decades because of their strong potential for application in various fields, including human health, cosmetics, food industry, petroleum industry, soil and water remediation, nanotechnology, and agriculture (Lourith and Kanlayavattanakul, 2009; Sachdev and Cameotra, 2013; Shekhar et al., 2015; Singh et al., 2019). Besides, these biomolecules are gaining more and more attention because of their high biodegradability as well as low toxicity and ecotoxicity, making them an eco-friendly alternative to synthetic molecules in several areas, in particular for sustainable agriculture (Abdel-Mawgoud et al., 2010; Shekhar et al., 2015).

Rhamnolipids (RLs) are glycolipids with biosurfactant properties, naturally biosynthesized as secondary metabolites by bacteria from the *Pseudomonas* and *Burkholderia* genera. The first report on RLs goes back to 1946, from an *in vitro* culture of *Pseudomonas pyocyanea* (now *Pseudomonas aeruginosa*) (Bergström et al., 1946). Since then, RLs have been among the most intensively studied classes of surfactant glycolipids. Bacteria often produce RLs as a mixture of molecules with one or two rhamnose residues (mono- or di-RLs), forming a polar hydrophilic head and linked through a beta-glycosylic bond to one or two 3-hydroxy fatty acids as hydrophobic tails. Because of high natural variation in their chemical structures, analyses of bacterial RLs have led to the identification of a pool of almost 60 different RLs (Abdel-Mawgoud et al., 2010). Differences among these homologs come from modifications in glycon and/or aglycon parts; however, the biodiversity of RLs is mostly due to variations in aglycon parts (Abdel-Mawgoud et al., 2010). The potential efficacy of RLs in biocontrol of plant pathogens has been reported in several studies, as recently reviewed by Crouzet et al. (2020). Most studies describe the activities of RLs against a large panel of phytopathogenic fungi and oomycetes, but no direct evidence has been reported on their bioactivities toward bacteria and viruses infecting plants (Crouzet et al., 2020). The mode of action of RLs may be direct toward pathogens, through antifungal activity, and/or indirect by induction of plant immunity reactions, as was, for instance, recently reported on the *Brassica napus*-*Leptosphaeria maculans* pathosystem using semi-purified RL mixtures from *P. aeruginosa* (Monnier et al., 2020).

Compounds activating plant defense reactions against biotic stress can be grouped into two categories, elicitors or priming compounds, and both can be referred to as resistance inducers. Elicitors induce plant defense responses immediately after their perception by a plant, whereas priming agents usually activate marked defense responses, not directly after their application but only once the plant is attacked by a pathogen, making priming agents more suitable than elicitors because of their expected lower fitness cost on plant physiology (Paré et al., 2005). Primed plants set up stronger and/or faster response patterns and may detect a pathogen attack at a lower threshold, hence reacting in a more sensitized way when compared to naïve (unprimed) plants (Paré et al., 2005; Lämke and Bäurle, 2017). Activation of plant defense responses could rely on either specific recognition by cell surface immune, of conserved molecular motifs from a pathogen, the plant itself or a beneficial microbe (Jones and Dangl, 2006), or on exogenous application of natural or synthetic molecules, possibly not perceived by specific plant transmembrane receptors, such as phytohormones and biosurfactants (Siah et al., 2018). Perception of initial stimuli by a plant often leads to the onset of numerous defense mechanisms, including earlier (influx of calcium, rapid extracellular alkalinization, mitogen-activated protein kinase cascade involved in phosphorylation, oxidative burst, etc.) and subsequent cellular events (transcriptional changes in attack-responsive genes, biosynthesis of pathogenesis-related (PR) proteins, production of low-molecular mass secondary metabolites, such as phytoalexins or antimicrobial peptides, etc.) (Bolwell et al., 1995; Felle, 2001; Pedley and Martin, 2005; van Loon et al., 2006; Galon et al., 2010).

Wheat, along with maize and rice, is one of the most cultivated crops worldwide. It is used as a primary ingredient for both food and feed as well as in several agro-industrial areas. Nevertheless, this crop is challenged in the field by several bio-aggressors, which significantly impact wheat grain quality and quantity (Savary et al., 2019). Septoria tritici blotch, caused by the fungal ascomycete *Zymoseptoria tritici*, is, for few decades, one of the most frequently occurring and damaging diseases on the wheat crop, causing yield losses of up to 50% especially in areas where environmental conditions are suitable for disease establishment (Fones and Gurr, 2015). *Z. tritici* is a hemibiotrophic fungus characterized by an initial asymptomatic biotrophic phase lasting approximately 2 weeks, followed by a visually symptomatic necrotrophic phase of around one week (Siah et al., 2010). However, the duration of these two phases may vary depending on wheat cultivar, fungal strain, and environmental conditions. The control of *Z. tritici* relies mainly on the use of chemical fungicides, such as in Europe, where 70% of total applied fungicides target this pathogen (Fones and Gurr, 2015) and, to a lesser extent, resistant cultivars, since no cultivar completely resistant to *Z. tritici* is available. Meanwhile, the durability of these management strategies is often compromised in the field, since *Z. tritici* frequently develops resistance to fungicides and regularly overcomes host resistance (e.g., Cowger et al., 2000; Cheval et al., 2017). Hence, looking for new eco-friendly and sustainable protection alternative tools for wheat protection against *Z. tritici*, such as bio-sourced resistance inducers, is strongly encouraged. However, the literature on induced resistance in wheat against this major fungal pathogen is still poor, while defense mechanisms of wheat that are triggered in response to *Z. tritici* infection are extensively studied at the plant-pathogen interaction level (e.g., Rudd et al., 2015; Seybold et al., 2020). The objective of this study was, thus, to unravel defense mechanisms induced in wheat toward *Z. tritici* by a bioinspired synthetic mono-RL with a C12-carbon chain (Rh-Est-C12), which was recently shown to be the most active and protective RL among a series of 19 RLs tested on this pathosystem by a structure-activity relationship study (Platel et al., 2021). The investigations were performed under greenhouse conditions using a combined transcriptomics and metabolomics approach under both noninfectious and infectious conditions to assess the potential eliciting and priming effects of the molecule. Interestingly, the results showed that RLRh-Est-C12 confers protection to wheat against *Z. tritici* without inducing major changes in wheat leaf physiology.

## Materials and Methods

### Bioinspired Rhamnolipid Synthesis

The RL used in this study (dodecanoyl α/β-L-rhamnopyranoside, hereafter referred to as Rh-Est-C12) is bioinspired from RLs naturally produced by *P. aeruginosa* (Figure 1A) and was synthesized as described previously by Robineau et al. (2020) and Platel et al. (2021). The conversion and purity of the product were assessed by nuclear magnetic resonance (NMR) spectroscopy, and confirmatory analyses were performed by elemental analysis (vario MICRO cube CHNS/O; Elementar, Lyon, France) and NMR spectroscopy (NMR, Bruker 400 MHz spectrometer). Briefly, chemical analysis of the obtained molecule Rh-Est-C12 consists of: yellowish oil (β/α ratio 3:7); Rf 0.48 (AcOEt/MeOH 9/1); ^1^H NMR (CDCl_3_): 5.09–4.77 (m, 2H), 4.06–3.87 (m, 4H), 3.66–3.59 (m, 2H), 3.48–3.41 (m, 2H), 2.4–2.33 (m, 4H), 1.65–1.58 (m, 4H), 1.3–1.25 (m, 38H),0.92 (m, 6H, CH_3_) ^13^C NMR (CDCl_3_): δ 174.7, 172, 93.5, 92.8, 75.9, 74.2, 73.4, 72.6, 71.3, 69.9, 68.7, 68.1, 34.4, 34,3, 32–21.6 (CH_2_ alkyl chain), 17.6, 17.4, 13.6. The molecular weight of the obtained molecule was 346 g.mol^−1^.

**Figure 1:**
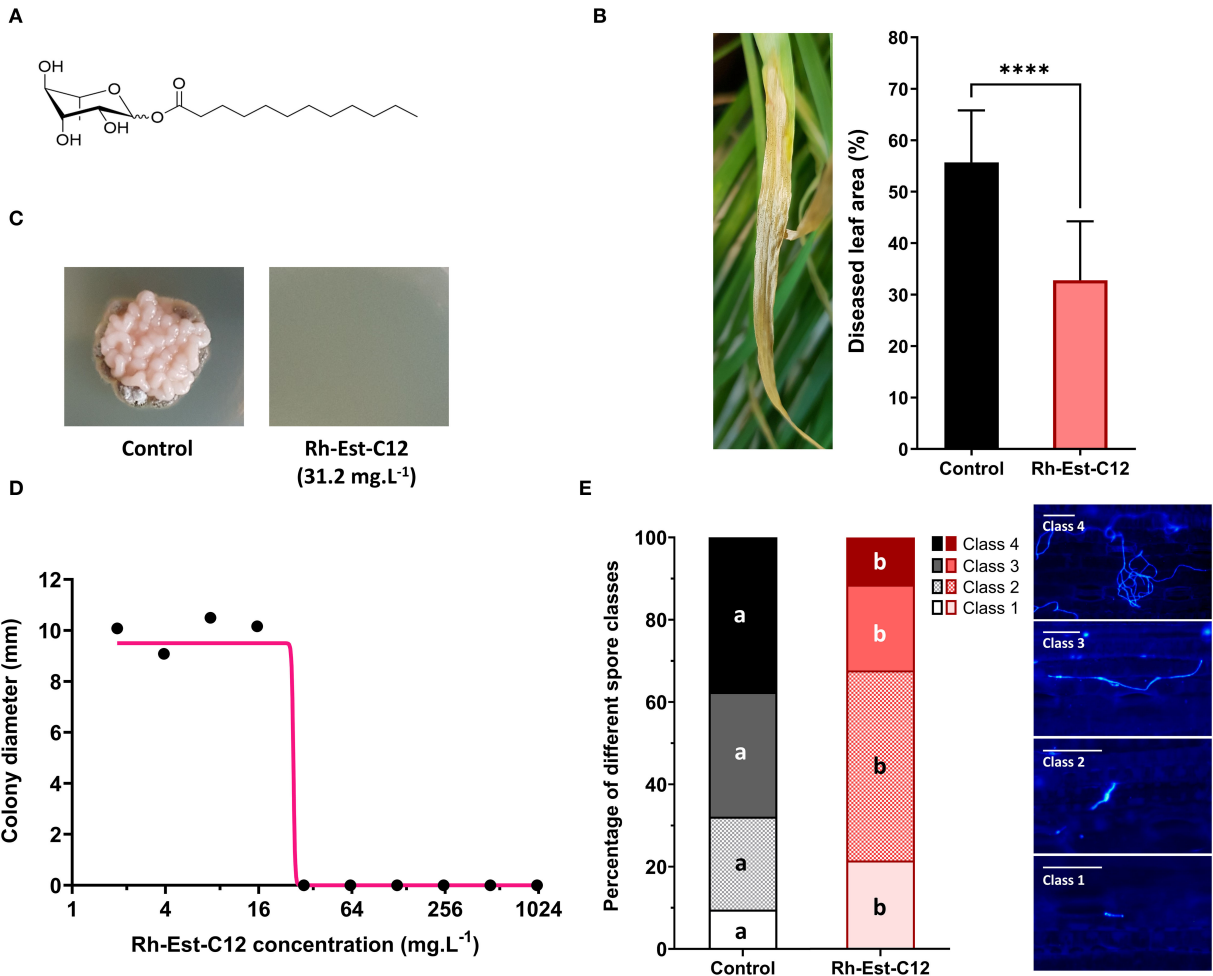
Protective and antifungal effects of Rh-Est-C12 on wheat (Cv. Alixan) toward *Zymoseptoria tritici* (T02596 strain). **(A)** Molecular structure of the bioinspired synthetic rhamnolipid (RL) Rh-Est-C12 used in this study. The RL is composed of rhamnose linked to a C12-carbon chain with an ester bond. **(B)** Disease severity level of Septoria tritici blotch assessed 23 days post-treatment (D23) with Rh-Est-C12 at 500 mg.L^−1^ or a mock solution, *i.e*., 21 days post-inoculation with the pathogen, by scoring the area of chlorosis and necrosis on wheat third leaves. Bars stand for standard-deviation (*n* = 36). Data were analyzed by unpaired *t*-test (*P* ≤ 0.05). A representative picture of disease symptoms on D23 in non-treated wheat is shown on the left of the Figure. **(C)** Pictures illustrating colonies in the following *in vitro* assay. **(D)** *In vitro* antifungal dose-response curve of Rh-Est-C12 against *Z. tritici* (T02596 strain). The direct antifungal activity of the rhamnolipid against the fungal pathogen was assessed by measuring perpendicular diameters of *Z. tritici* colonies after 10 days on PDA medium plates supplemented with different concentrations of the RL (*n* = 6). Non-linear regression was designed using GraphPad Prism software version 9. **(E)** *In planta* epiphytic spore development state (class 1: non-germinated spore; class 2: germinated spore with small germ tube; class 3: germinated spore with developed germ tube; class 4: germinated spore with a strongly developed germ tube) was assessed using Calcofluor dye 5 days after treatment with Rh-Est-C12 at 500 mg.L^−1^, *i.e*., 3 days after inoculation. The class of 100 distinct spores, selected randomly, was determined, for each condition (*n* = 9). In each spore class, the presence of different letters indicates a significant difference according to Tukey's test (*P* ≤ 0.05). Scale bar = 25 μm. The **** symbol indicates the significant statistical difference with *P* value < 0.0001.

### Plant and Fungal Materials

Experiments were conducted using seeds of the wheat cultivar (cv.) Alixan, which is susceptible to *Z. tritici* and provided by the breeding company Limagrain Europe (Verneuil l'Etang, France). All *in vitro* and *in planta* bioassays were carried out using the pathogenic *Z. tritici* single-spore strain T02596, isolated in 2014 in Northern France from a wheat field not treated with fungicides. Since its isolation, the strain was stored in cryotube aliquots at −80°C to avoid genetic drift of the strain due to *in vitro* subcultures. The fungal inoculum was produced by growing the strain in a potato dextrose agar (PDA) medium for 1 week under dark conditions at 20°C.

### *In vitro* Antifungal Bioactivity Assay

The direct activity of Rh-Est-C12 toward *Z. tritici* growth was assessed in the PDA medium, as described by Platel et al. (2021), at different concentrations (1.9, 3.9, 7.8, 15.6, 31.2, 62.5, 125, 250, 500, and 1,000 mg.L^−1^) of the RL. Briefly, the RL was first dissolved in DSMO (0.1 % final DMSO concentration in the medium) before being mixed at approximately 40°C with an autoclaved PDA medium. The experiment was carried out using sterile 12-well plates (Cellstar standard^®^ Greiner Bio-One GmbH, Kremsmünster, Austria); each well was filled with 3 ml of the mixture, and each treatment was replicated three times. Plate inoculation was performed by spotting a drop of 5 μl of *Z. tritici* spore suspension at 5.10^5^ spores.ml^−1^ at the center of each well. Control wells, filled or not with 0.1 % DMSO and inoculated or not with fungal spores, were used. After 10-day incubation at 20 ±°C under dark conditions, fungal growth was evaluated by measuring the two perpendicular diameters of each fungal colony.

### Plant Treatment and Infection

Wheat seeds were first pregerminated in square Petri dishes (12 × 12 cm) on moist filter paper, as described by Siah et al. (2010), before being transferred into 3-L pots filled with universal loam (Gamm Vert, France) and placed in a greenhouse at 21 ± 2°C with a 16-/8-h day-night cycle. Three pots of 12 wheat plants each (*n* = 36) were used as replicates for each modality. After 3 weeks of plant growth, i.e., when third leaves were fully expanded (corresponding to day 0, D0), plants were pretreated with Rh-Est-C12 at 500 mg.L^−1^ or with a mock treatment as control using a hand sprayer. A volume of 30 ml was used to treat each pot. Rh-Est-C12 was first dissolved in dimethyl sulfoxide (DMSO: Sigma-Aldrich, Saint Louis, United States), with a final concentration of DMSO of 0.1% in the treatment solution, supplemented with 0.05% of polyoxyethylene-sorbitan monolaurate (Tween 20; Sigma-Aldrich, Saint Louis, United States) as a wetting agent. The mock treatment consisted of a solution of 0.1% DMSO supplemented with 0.05% of Tween 20. Two days post-treatment (D2), both RL-treated and mock-treated plants were inoculated by spraying 30 ml of 10^6^ spores.mL^−1^*Z. tritici* suspension supplemented with a 0.05 % Tween 20 solution. Non-inoculated plants were mock-inoculated by spraying 30 ml of a 0.05 % Tween 20 solution on the plants of each pot. After inoculation, the plants were covered with a clear polyethylene bag for 3 days to ensure high humidity level on the surface of the leaves, a required condition for disease development. Disease severity level was scored on plant third leaves 23 days after the treatment (D23), corresponding to 21 days post-inoculation, by assessing leaf areas covered by lesions (chlorosis and necrosis) bearing or not pycnidia.

### *In planta* Fungal Staining Assay

The effect of Rh-Est-C12 on *in planta* spore germination and epiphytic fungal growth on leaf surface was examined on D5 (i.e., 3 days after inoculation) using the chitin dye Fluorescent Brightener 28 (Calcofluor; Sigma-Aldrich, Saint Louis, United States). Three-centimeter segments, harvested from third leaves of the wheat plants grown in the greenhouse, inoculated with *Z. tritici*, and treated or not with Rh-Est-C12 at 500 mg.L^−1^ as described above, were sampled. The segments were immersed for 5 min in a solution of 0.1% (w/v) Calcofluor with a 0.1-M Tris-HCl buffer at pH 8.5 before being rinsed twice in sterile osmosed water for 2 min and dried at room temperature. Leaf segments were then deposited on a glass slide, covered with a coverslip, and observed with an optic microscope (Eclipse 80i; Nikon, Champigny-sur-Marne, France) under UV light. Four germinated spore classes were assessed during notations under the microscope: class 1, non-germinated spore; class 2, germinated spore with a small germ tube; class 3, germinated spore with a developed germ tube; class 4, germinated spore with a strongly developed germ tube. Nine leaf segments, randomly selected from three different pots (three segments per pot), were used as replicates for each condition. The frequencies of spore classes were determined from the analyses of 100 distinct spores on each leaf segment (*n* = 900 spores). Pictures were obtained using a digital camera (DXM1200C; Nikon, Champigny-sur-Marne, France) coupled with the image capture software NIS-Elements BR (Nikon, Champigny-sur-Marne, France).

### RNA Extraction and Transcriptomics Analysis

Total RNAs from wheat leaves were extracted using the RNeasy Plant Mini Kit (Qiagen, Courtaboeuf, France). The quality of RNAs was measured with Nanodrop by analyzing their absorbance ratios, A260/280 and A260/230, which were found to range between 2 and 2.2. Besides, RNA quality was also examined with Bioanalyzer 2100 (Agilent, France), and a minimal RNA integrity number (RIN) of 8 was required for all the samples. A non-targeted gene expression analysis was performed using a Microarrays GE 4x44 chip purchased from Agilent (Santa Clara, CA, United States). The hybridization for all the conditions was carried out in triplicate, with each replicate generated using the total RNA extracted from three bulked leaves harvested from different pots (nine pots were used in total). All steps of RNA amplification, staining, hybridization, and washing were performed according to the manufacturer's indications. Slides were scanned at 5 μm/pixel resolution using a GenePix 4000B scanner (Molecular Devices Corporation, Sunnyvale, CA, United States), and the images were used for grid alignment and expression data digitization using the software GenePix Pro 6.0 (Molecular Devices Corporation, Sunnyvale, CA, United States). Transcriptomics data have been submitted to the NCBI GEO Archive for Functional Genomics Data with the accession number GSE178704.

### Metabolite Extraction and Analysis

Metabolite extraction was performed on ground freeze-dried wheat leaves (30–50 mg per sample) using 25 μl of methanol per mg dry weight. The extract was then incubated in an ultrasound bath for 10 min before centrifugation at 13,000 g at 10°C for 10 min. The supernatant was analyzed using a Dionex Ultimate 3000 UHPLC (Thermo Fisher Scientific, United States) system. Chromatographic separations were performed on a Nucleodur C18 HTec column (150 mm × 2 mm, 1.8 μm particle size; Macherey-Nagel, Germany) maintained at 30°C. The mobile phase consisted of acetonitrile/formic acid (0.1%, v/v, eluant A) and water/formic acid (0.1%, v/v, eluant B) at a flow rate of 0.3 ml.min^−1^. The gradient elution was programmed as follows: 0 to 1 min, 95% B; 1 to 2 min, 95 to 85% B; 2 to 7 min, 85 to 0% B; 7 to 9 min, 100% A. The sample volume injected was 1 μl. The UHPLC system was coupled to an Exactive Orbitrap (Thermo Fisher Scientific, United States) mass spectrometer equipped with an electrospray ionization (ESI) source operating in positive mode. Parameters were set at 300°C for ion transfer capillary temperature and 2,500 V for needle voltage. Nebulization with nitrogen sheath gas and auxiliary gas was maintained at 60 and 15 arbitrary units, respectively. Spectra were acquired within the m/z (mass-to-charge ratio) mass ranging from 100 to 1,000 atomic mass units (a.m.u.) using a resolution of 50,000 at m/z 200 a.m.u. The system was calibrated internally using dibutyl-phthalate as lock mass at m/z 279.1591, giving a mass accuracy lower than 1 ppm. The instruments were controlled using the Xcalibur software (Thermo Fisher Scientific, United States). LC-MS-grade methanol and acetonitrile were purchased from Roth Sochiel (France); water was provided by a Millipore water purification system. Apigenin and chloramphenicol (Sigma-Aldrich, France) were used as internal standards. Metabolomics data have been deposited to the EMBL-EBI MetaboLights database (Haug et al., 2020) with the identifier MTBLS4542.

### Statistical Analyses

The protection efficacy conferred by Rh-Est-C12 on wheat plants in the greenhouse was analyzed by one way analysis of variance (ANOVA) at *P* ≤ 0.05 using GraphPad Prism software version 9 (GraphPad Software Inc., San Diego, United States). *In planta* spore germination and hyphal growth were analyzed by Tukey's test at *P* ≤ 0.05 using GraphPad Prism software version 9. Half-maximal inhibitory concentration (IC_50_) was calculated from the dose-response curve of Rh-Est-C12 using GraphPad Prism software version 9.

Gene expression data of the transcriptomic assay were normalized with the Quantile algorithm. The three control samples were filtered for *P* < 0.05, and the average was calculated for each gene. A fold change value was calculated for each gene by comparing samples to the mean of corresponding control. Differentially expressed genes (DEGs) were selected for a significant threshold >2 or < 0.5 (*P* < 0.05). Functional annotations of the DEGs were based on NCBI GenBank, and related-genes physiological processes were assigned with NCBI, AmiGO 2 Gene Ontology, and UniProt. A Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was also conducted to identify relevant biological pathways for the selected genes. However, DEGs may be involved in more than one biological process, especially when it comes to stress responses; hence, the determined functional annotation could be subjected to modifications in the future.

For metabolomic analyses, metabolite selection and identification were based on previously published studies on benzoxazinoids (de Bruijn et al., 2016), flavonoids (Wojakowska et al., 2013), and hydroxycinnamic acid amides (Li et al., 2018) from wheat. Besides, the proposed putative metabolite identifications were based on expertized analysis of corresponding mass spectra and comparison with published reports in the literature. Additional information was retrieved from the KEGG and PubChem databases. A relative quantification of the selected metabolites was performed using the software Xcalibur. The identity of some metabolites was confirmed using the corresponding standards provided by Sigma-Aldrich (France). Differential metabolomic analyses among the different conditions were performed using Tukey's honest significant difference method followed by false discovery rate (FDR) correction using the Benjamini-Hochberg procedure (Benjamini and Hochberg, 1995). Metabolites of interest were considered differentially accumulated when the false discovery rate was below 5 % (FDR < 0.05).

## Results

### Rh-Est-C12 Displays Direct Antifungal Activity and Reduces the Severity of Disease Caused by *Z. tritici*

The Rh-Est-C12 (Figure 1A)-induced protection in wheat against *Z. tritici* was assessed in the greenhouse (Figure 1B). Twenty-three days after the treatment (D23), i.e., 21 days after inoculation, the disease severity scored on the third leaves of the non-treated inoculated control plants consisted of 55.7% of diseased leaf area. The preventive Rh-Est-C12 treatment applied at 500 mg.L^−1^ 2 days before inoculation resulted in significant reduction of the disease symptoms caused by the pathogen, with only 32.8% of diseased leaf area on the third leaves, corresponding to a reduction of 41.1% (Figure 1B). No phytotoxic effect (neither chlorotic and necrotic lesions nor impact on plant development) was visually observed on wheat leaves at the tested concentration. Additionally, *in vitro* bioassays were performed to assess the direct antifungal effect of Rh-Est-C12 on the fungus. The dose-response curve revealed total inhibition of *in vitro* fungal growth with a concentration of 31.2 mg.L^−1^ and with an IC_50_ value of 26.8 mg.L^−1^ (Figures 1C,D). Finally, *in planta* cytological staining was carried out to examine the effect of RL on *Z. tritici* early infection process. The results revealed that Rh-Est-C12 impacts on D5 (five days after treatment) in both spore germination and epiphytic hyphal growth of the fungus. The proportion of each class of spores was significantly different between Rh-Est-C12-treated and control plants (Figure 1E). In the control plants on D5, *Z tritici* spores were mainly germinated with a developed or strongly developed germ tube (classes 3 and 4), while in the Rh-Est-C12-treated plants, *Z. tritici* spores were less developed and were mostly present as non-germinated spores or germinated spores with only a small germ tube (classes 1 and 2) (Figure 1E).

### Rh-Est-C12 Does Not Induce Major Modifications in Wheat Leaf Gene Expression

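Transcripts of the third leaf separated the arrays first by sampling date and then, within D5, by the fungus. In a principal component analysis of all arrays, the first component (48.9% of the variance) parted D2 from D5, and the next (17.3%) parted inoculated from non-inoculated plants of D5. RNA from 6 groups of plants was hybridized in one colour, with 3 arrays in each group and 18 arrays in all. The names used here are those of the paper: C for a mock treatment and R for Rh-Est-C12, Ni for mock-inoculated and i for inoculated plants, and D2 or D5 for the day after treatment. D5 fell 3 days after the inoculation or mock inoculation, which the paper places on D2. Each array carried RNA from 3 leaves bulked from different pots. The paper gives the dose of Rh-Est-C12 as 500 mg per litre, and the records deposited with the arrays give 100 mg per litre. These records name the treatment as rhamnolipid and the controls as not treated, where the paper describes a mock treatment. The deposited values are linear intensities, which the deposited records attribute to Agilent Feature Extraction and the paper's methods to GenePix Pro. The deposited table holds 10471 spots with values, of which 186 were array controls, and 1 blank row beyond them. The other 10285 spots gave values for 10271 wheat probes after spots of the same probe were averaged, for 4 probes. Of these, 2391 have a description that names a gene product and 3128 have no description. The median intensity of the wheat probes ranged from 410 to 666 in R-D2-Ni (middle array 492), from 354 to 630 in C-D2-Ni (416), from 89 to 566 in R-D5-Ni (549), from 408 to 535 in C-D5-Ni (501), from 241 to 487 in R-D5-i (462) and from 238 to 652 in C-D5-i (305). The array medians thus differed by up to 7.48 times, and the dimmest array was R-D5-Ni replicate 1. Because the paper's methods name quantile normalization, log2 values were quantile normalized between all arrays before any test. Pearson's r between replicates, across probes, which are not independent replicates, was then 0.981 to 0.986 in R-D2-Ni, 0.979 to 0.982 in C-D2-Ni, 0.928 to 0.976 in R-D5-Ni, 0.977 to 0.988 in C-D5-Ni, 0.955 to 0.968 in R-D5-i and 0.952 to 0.968 in C-D5-i. Differences between groups are given as log2 fold changes with their standard error (SE) from a limma model with 6 group means, and p-values were adjusted over all probes by the Benjamini-Hochberg method. A probe passed the test at an adjusted p under 0.05. Counts are also given at the thresholds of the paper's methods, a fold change over 2 or under 0.5 with an unadjusted p under 0.05, with p from limma because the paper's text names no test for the arrays. The number of arrays, 3 in each group, limits the precision of every value.

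**Figure D1:**
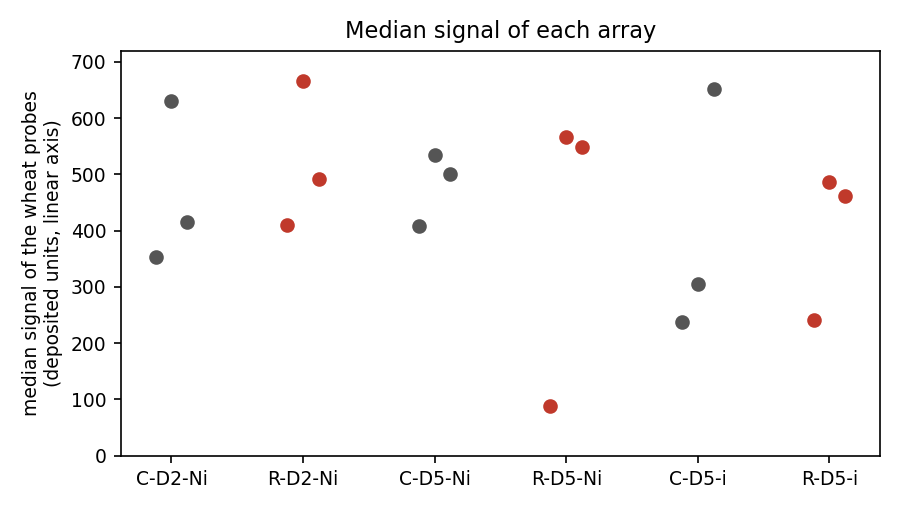
Median intensity of the wheat probes on each array, in the deposited linear units, with a point for each array in the 6 groups (n = 3 arrays in each). R-D5-Ni replicate 1, at 89, lies below every other array, of which the lowest is at 238.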

An RNA microarray chip assay was performed to investigate the effect of Rh-Est-C12 on the wheat transcriptome in the absence or presence of *Z. tritici* 2 days after the treatment (D2) under noninfectious conditions, and 5 days after the treatment (D5), i.e., 3 days after inoculation, under both noninfectious and infectious conditions. These two time points were chosen, because they correspond to the early stages of both plant defense mechanism induction (D2) and *Z. tritici* infection (D5). The eliciting potential of Rh-Est-C12 was assessed on D2 and D5 by comparing treated and non-treated plants under non-infectious conditions. The priming of plant defenses was evaluated on D5 by comparing treated and non-treated plants under infectious conditions (treated and inoculated plants *vs*. non-treated inoculated plants), and by taking into account the potential elicitation effect of Rh-Est-C12 on D2 and D5. Moreover, additional comparisons were performed (treated and inoculated plants *vs*. treated non-inoculated plants and treated and inoculated plants *vs*. non-treated non-inoculated plants) to get a deeper understanding of the potential priming effect of Rh-Est-C12 on wheat plants (Supplementary Table S1 and Supplementary Figures S1, S2). 

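In treated leaves the fungus raised transcripts of nitrite reductase, of phosphoenolpyruvate carboxylase and of cold acclimation proteins. It lowered transcripts of phosphoenolpyruvate carboxykinase, an enzyme of gluconeogenesis. Between R-D5-i and R-D5-Ni, nitrite reductase (probe A_99_P366657) rose from a log2 signal of 8.49 ± 0.34 to 11.69 ± 0.28 (SD, n = 3), a log2 fold change of 3.20 (SE 0.33, adjusted p = 3.23e-06 from limma). Cold acclimation protein WCOR413 (A_99_P210931) rose by 3.02 (SE 0.24, adjusted p = 4.65e-07) and phosphoenolpyruvate carboxylase (A_99_P299011) by 2.59 (SE 0.36, adjusted p = 4.07e-05) on the log2 scale. Phosphoenolpyruvate carboxykinase (A_99_P260386) fell by 2.23 (SE 0.32, adjusted p = 5.86e-05). Against C-D5-Ni, the treated and inoculated plants had more transcripts of CONSTANS interacting protein 5 (2.87, SE 0.20, adjusted p = 6.31e-08) and fewer of glutamate dehydrogenase (A_99_P259951; -1.61, SE 0.21, adjusted p = 2.82e-05). Of 29 probes for cold and dehydration proteins, 22 were higher and 1 was lower in R-D5-i than in R-D5-Ni, also when adjusted over the list alone. limma's camera test with a preset correlation gave this list an adjusted p of 1.42e-10, and adjusted p = 0.021 with an estimated correlation. Of 9 WRKY probes, 7 were lower (adjusted p = 0.0137 from camera, adjusted p = 0.367 with an estimated correlation). In all, 1960 probes were higher and 1914 lower in R-D5-i than in R-D5-Ni, and 1883 were higher and 1863 lower in R-D5-i than in C-D5-Ni. The 3 arrays of one group lay on one side of those of the other for 42.1% and 48% of the probes, where chance gives 10%. Without the quantile normalization 66 and 31 probes passed, and the median of all probes was shifted by 0.28 and -0.35. Table S1 holds 58 probes for the first of these comparisons and 68 for the second, all of them with the same direction here, and 55 and 64 of them passed the test in that direction.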

Thereafter, the different comparisons will be referred to as eliciting, fungal, and priming effects, corresponding to elicitation, fungal infection alone, and priming modalities, respectively.

Overall, out of the 43,803 wheat probes available in the RNA microarray chip, 78 differentially expressed genes (DEGs) were highlighted when taking into account all the studied modalities, performed comparisons, and all time points (Supplementary Table S2). 

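On D2 after treatment, CBFIVb-D20, a C-repeat binding factor (CBF, a transcription factor of the cold response), fell, and beta-carotene hydroxylase, which makes zeaxanthin, rose. The fungus alone raised chitinase 2 and the photosystem II 10 kDa polypeptide and lowered cinnamyl alcohol dehydrogenase. In inoculated plants, treatment raised phosphoethanolamine methyltransferase, an enzyme of choline synthesis, and lowered peroxidase 6 and germin-like protein 3. The eliciting effect on D2 gave 195 probes that were higher and 132 that were lower. This total of 327 fell to 165, 151 and 62 without R-D2-Ni replicates 1, 2 and 3 and to 141 and 57 without C-D2-Ni replicates 1 and 2. It was 1997 when the D2 arrays were fitted alone with the replicate number as a block. The fungal effect gave 860 probes that were higher and 913 that were lower, in total 1773, or 1058 without C-D5-Ni replicate 2. The priming effect gave 1034 and 747, in total 1781, or 1020 without C-D5-i replicate 3. On D5 the eliciting effect gave 0 probes from limma, with 758 at an unadjusted p under 0.05, and a smallest adjusted p of 0.187. Without R-D5-Ni replicate 1, 2 or 3, 1, 4 or 7 probes passed, and with array weights 100 did. The 3 arrays of one group lay on one side of those of the other for 32.9% of the probes in the eliciting effect on D2, 11.9% on D5, 34.8% in the fungal effect and 28.6% in the priming effect. Chance gives 10%. Table S2 holds 87 values over these 4 comparisons. All 87 had the same direction here, 77 were past a fold of 2 or 0.5, and 78 passed the test. Without the quantile normalization, 6, 2, 33 and 0 probes passed in the eliciting effect on D2 and D5, the fungal effect and the priming effect.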

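The fungus alone raised 49 of 111 ribosomal protein probes and lowered 9 of 13 probes for CBF and DREB transcription factors. Treatment of inoculated plants raised 13 of 14 aquaporin and 13 of 21 heat shock protein probes, and treatment without the fungus raised 3 of 21 light-harvesting probes on D2. The last 3 lists did not pass camera with an estimated correlation (adjusted p = 0.099, 0.138 and 0.272). Of 23 lists of wheat genes with enough probes to be tested, camera with its preset correlation called 14 in the eliciting effect on D2 (8 higher and 6 lower) and 14 in the fungal effect (6 higher and 8 lower). It called 11 in the priming effect (6 higher and 5 lower) and 9 in the eliciting effect on D5 (1 higher and 8 lower). With an estimated correlation the ribosomal proteins and the CBF and DREB factors of the fungal effect still passed, and no list passed in the other 3 comparisons. The cold and ribosomal lists of the additional comparisons passed too. At the paper's thresholds, 241 probes were reached in the eliciting effect on D2, 521 in the fungal effect, 418 in the priming effect and 76 in the eliciting effect on D5. The last count was 42, 153 or 167 without R-D5-Ni replicate 1, 2 or 3. The fungal and priming counts overlap when single arrays are left out, from 507 to 612 and from 347 to 574.

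**Figure D2:**
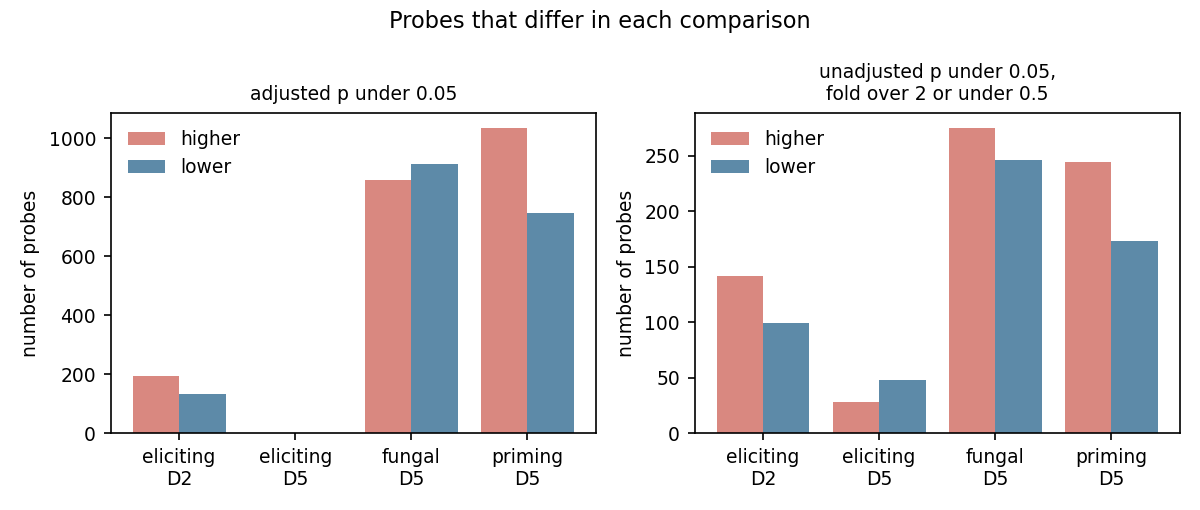
Number of probes higher and lower in the eliciting effect on D2 and D5, the fungal effect and the priming effect (n = 3 arrays in each group), at an adjusted p under 0.05 on one panel and at the paper's thresholds on the other. On the latter panel 521 probes in the fungal effect, 418 in the priming effect, 241 in the eliciting effect on D2 and 76 on D5 are shown.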

Overall, only a weak effect on gene expression was observed in both the elicitation (24 DEGs on D2 and D5) and priming (25 DEGs on D5) modalities when compared to the transcriptional effect of the fungal infection alone (38 DEGs, D5) (Figure 2A). 

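The transcript named PG1 moved up with the fungus and down when the inoculated plants had been treated, and a ubiquitin carrier protein moved the other way. PG1 (A_99_P409937) rose by 2.39 in the fungal effect (SE 0.28, adjusted p = 2.19e-05 from limma) and fell by 2.25 in the priming effect (SE 0.28, adjusted p = 0.000125). Its log2 signal was 7.15 ± 0.34 in C-D5-Ni, 9.54 ± 0.30 in C-D5-i and 7.29 ± 0.20 in R-D5-i (SD, n = 3). The ubiquitin carrier protein (A_99_P208256) fell by 2.22 in the fungal effect (SE 0.20, adjusted p = 2.08e-06) and rose by 1.02 in the priming effect (SE 0.20, adjusted p = 0.00242). In all, 453 probes passed the test in both comparisons, where 307 would by chance. Of these, 148 moved the same way and 305 opposite ways. Shared at the paper's thresholds were 105 probes, 15 of them with the same direction, where chance gives 21.2. Both comparisons use the C-D5-i arrays, with opposite signs. Across probes, which are not independent replicates, the fold changes had r = -0.22. Simulated groups without any change that share these arrays gave a median r of -0.53, with 95% of 1000 simulations from -0.81 to 0.05.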

Only two DEGs common between the priming and fungal effect modalities were identified at D5 (Figure 2A). 

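A photosystem protein and a plastid ribosomal protein were among the rises after inoculation, and germin-like protein 3 was among the falls after treatment of inoculated plants. The photosystem II 10 kDa polypeptide (A_99_P482167) rose in the fungal effect from 8.21 ± 0.72 to 11.94 ± 0.14 (SD, n = 3, log2 signal), by 3.73 (SE 0.39, adjusted p = 7.5e-06 from limma). The chloroplast 50S ribosomal protein L12 (A_99_P298386) rose by 2.75 (SE 0.25, adjusted p = 1.92e-06), and an amino acid selective channel protein (A_99_P444982) by 2.88 (SE 0.43, adjusted p = 0.000216). Among the falls of the priming effect, germin-like protein 3 (A_99_P546587) fell by 2.00 (SE 0.25, adjusted p = 0.000125). At the paper's thresholds, 142 probes were higher and 99 lower in the eliciting effect on D2, and 28 were higher and 48 lower on D5. In the fungal effect 275 were higher and 246 lower, and in the priming effect 245 were higher and 173 lower. The higher ones thus made up 58.9%, 36.8%, 52.8% and 58.6% of these probes. The normalization moved these shares: in the deposited values as they stand they were 82.8%, 0.595%, 20.3% and 68.6%, with the median of all probes at 0.15, -0.64, -0.39 and 0.05.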

Interestingly, most of the changes observed in gene expression profiles correspond to downregulations, except on D2 in the eliciting modality where a higher number of upregulated genes was found when compared to downregulated ones (Figures 2B, 3).

**Figure 2:**
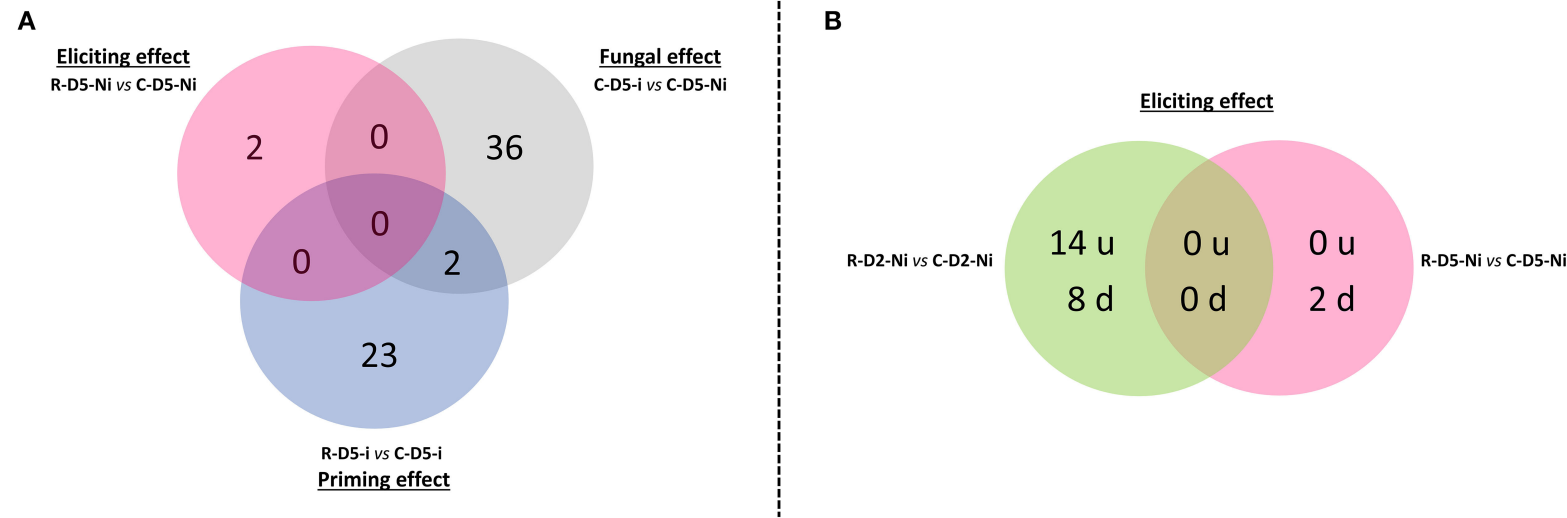
Venn diagrams of the number of differentially expressed genes observed during Rh-Est-C12 eliciting and priming, as well as *Z. tritici* effects. **(A)** The eliciting (R-D5-Ni *vs*. C-D5-Ni), fungal (C-D5-i *vs*. C-D5-Ni), and priming effects (R-D5-i *vs*. C-D5-i) on the number of differentially expressed genes in wheat third leaves (Cv. Alixan) were compared at 5 days after treatment with Rh-Est-C12, *i.e*. at 3 days after infection with Z. tritici (T02596 strain). **(B)** The effect of the rhamnolipid alone, applied at 500 mg.L^−1^, on the number of upregulated (u) and downregulated (d) genes was explored 2 and 5 days after treatment (R-D2-Ni *vs*. C-D2-Ni and R-D5-Ni *vs*. C-D5-Ni, respectively). C stands for a mock treatment while R is for Rh-Est-C12 application; Ni relates to mock-inoculated wheat, while i means inoculated plants with *Z. tritici*; D2 or D5 indicates sampling dates of the third-leaves corresponding to 2 or 5 days after treatment, respectively.

**Figure 3:**
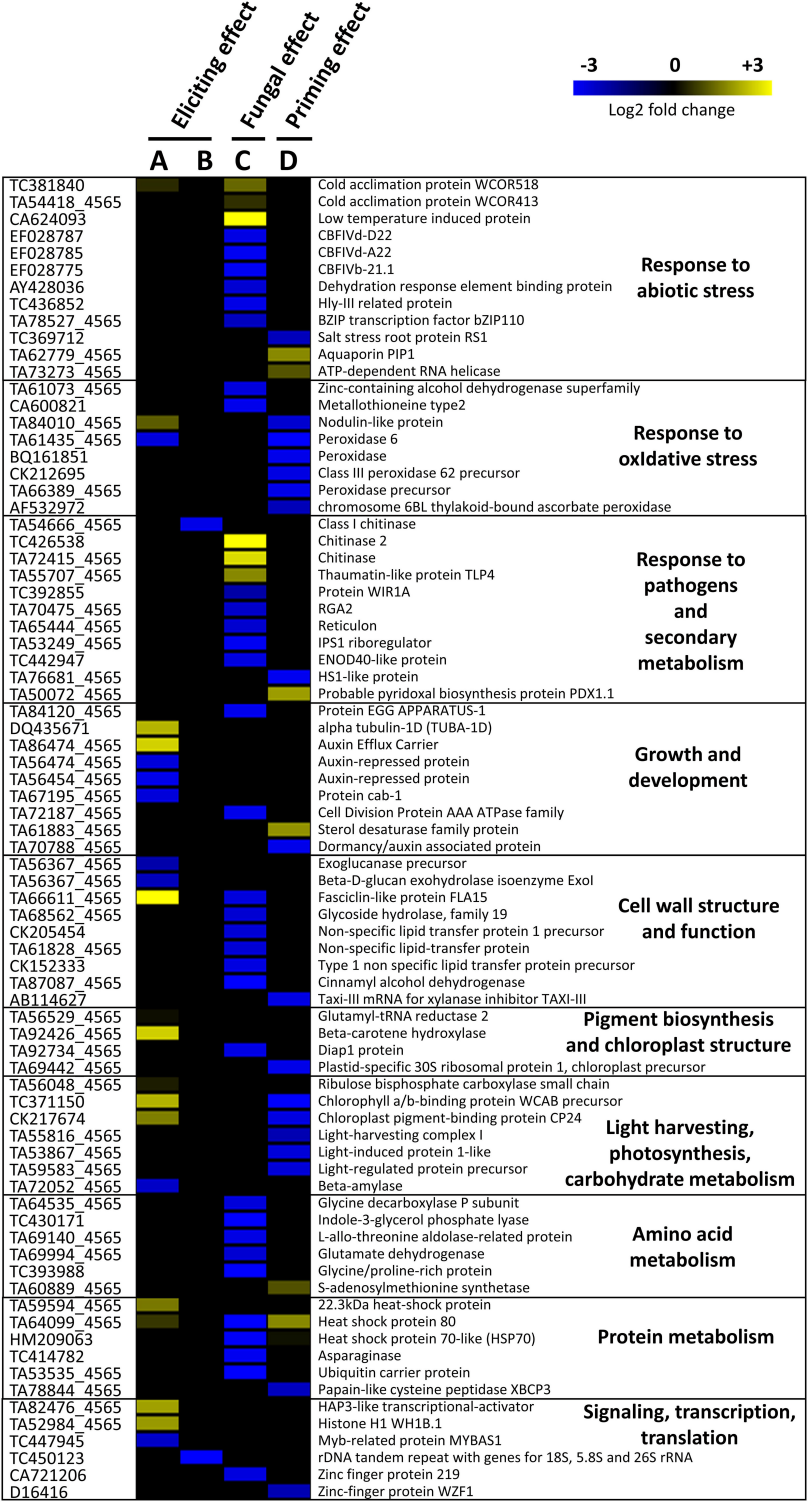
Heatmap representation of differentially expressed genes in wheat leaves (Cv. Alixan) in response to foliar application of 500 mg.L^−1^ Rh-Est-C12 and/or inoculation with *Z. tritici* (T02596 strain) **(A)** 2 and **(B–D)** 5 days after treatment. Columns **(A)** and **(B)** illustrate the effect of the rhamnolipid without further inoculation with the fungus, i.e., the eliciting effect, respectively, 2 (R-D2-Ni *vs*. C-D2-Ni) and 5 days (R-D5-Ni *vs*. C-D5-Ni) after treatment. **(C)** Represents the fungal effect alone (C-D5-i *vs*. C-D5-Ni), while **(D)** shows the potential priming activity of Rh-Est-C12 (R-D5-i *vs*. C-D5-i). Gene-related physiological processes are represented on the right part of the heatmap and were determined using NCBI, AmiGO 2 Gene Ontology, KEGG, and UniProt. Significant relative change in gene transcription is expressed in the Log2 ratio, according to the yellow-blue color scale using the WebMev software. C stands for a mock treatment, while R is for Rh-Est-C12 application; Ni relates to mock-inoculated wheat, while i means inoculated plants with *Z. tritici*; D2 or D5 indicates sampling dates of the third leaves, corresponding to 2 or 5 days after treatment, respectively.

When considering the eliciting modality, on D5, almost no transcriptional effect was observed in the treated wheat plants. 

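Aquaporins, lipid transfer proteins and enzymes of phenylpropanoid synthesis were among the gene groups that leaned lower on D5 in treated plants without the fungus. No single member passed the test over all probes, while 3 lipid transfer protein probes did with array weights (A_99_P427502, adjusted p = 0.0353; A_99_P231006, adjusted p = 0.00675; A_99_P211236, adjusted p = 0.0134). All 14 aquaporin probes were lower in R-D5-Ni than in C-D5-Ni, with a median log2 fold change of -0.46 (camera, adjusted p = 7.81e-08; adjusted p = 0.314 with an estimated correlation). Of 12 lipid transfer protein probes, 7 were lower when adjusted over the list alone, with a median of -0.59 (adjusted p = 2.33e-07 from camera, adjusted p = 0.157 with an estimated correlation). Of 15 phenylpropanoid probes, 2 were lower when adjusted over the list alone, with a median of -0.47 (adjusted p = 0.000812, adjusted p = 0.314 with an estimated correlation). WRKY transcription factors were the list with a rise, at a median of 0.31 over 9 probes (adjusted p = 0.0188, adjusted p = 0.452 with an estimated correlation). Their list missed the threshold without R-D5-Ni replicate 1 (adjusted p = 0.221) or replicate 2 (0.0563), without C-D5-Ni replicate 3 (0.0716) and with arrays centred on their medians (0.104). A non-specific lipid-transfer protein (A_99_P231006) changed by -1.10 (SE 0.22, adjusted p = 0.187 from limma), or passed with an adjusted p of 0.0419 without R-D5-Ni replicate 3. Cinnamyl alcohol dehydrogenase changed by -0.97 (adjusted p = 0.187) and passed without R-D5-Ni replicate 2 (adjusted p = 0.00977). With array weights pyruvate kinase (A_99_P262576) passed as lower (-3.72, adjusted p = 0.00087 from limma). NPR1-like 1 protein then passed as higher on A_99_P501007 (0.75, adjusted p = 0.0123) and A_99_P414837 (0.69, adjusted p = 0.0139). PR17d precursor (A_99_P242791), a pathogenesis-related protein, had the largest rise among the named products, 1.60 (SE 0.51, adjusted p = 0.484).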

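Chitinases break down fungal cell wall chitin, and the rDNA repeat encodes ribosomal RNA. The class I chitinase (A_99_P211671) had a log2 signal of 6.56 ± 0.53 in R-D5-Ni and 8.55 ± 0.42 in C-D5-Ni (SD, n = 3). The change of -2.00 (SE 0.53) had an adjusted p of 0.359 from limma. It passed with arrays weighted by quality (adjusted p = 0.0134) and in no other alternative, over which the adjusted p reached 1. The rDNA tandem repeat (A_99_P544312) was at 9.98 ± 0.35 in R-D5-Ni and 13.61 ± 0.97 in C-D5-Ni. Its change of -3.62 (SE 1.44) had an adjusted p of 0.595 from limma. It passed in the deposited values as they stand (adjusted p = 9.4e-07) and with the D5 non-inoculated arrays fitted alone with the replicate number as a block (adjusted p = 0.0373), and its adjusted p reached 1 over the other alternatives. For both probes the 3 treated arrays lay below the 3 control arrays, for which an exact permutation test allows no p below 0.1 (both sides counted). Another chitinase, chitinase 2 (A_99_P488752), passed as higher with arrays weighted by quality, by 1.32 (adjusted p = 0.0123 from limma).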

We could notice a downregulation of the expression of two DEGs, one encoding a class 1 chitinase and the other encoding an “rDNA tandem repeat with genes for 18S, 5.8S, and 26S rRNAs” (Figure 3). However, in an earlier post-treatment stage (D2), 22 DEGs were found. These genes encode for proteins involved in responses to abiotic and oxidative stresses, growth and development, cell-wall structure and function, pigment biosynthesis and chloroplast structure, light-harvesting, photosynthesis and carbohydrate metabolism, protein metabolism, signaling transcription, and translation (Figure 4). 

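Treatment lowered the CBF transcription factors CBFIVb-D20 and Wcbf2-1 on D2 and raised beta-carotene hydroxylase and a HAP3-like activator. CBFIVb-D20 (A_99_P092110) fell from 9.73 ± 0.53 in C-D2-Ni to 7.32 ± 0.19 in R-D2-Ni (SD, n = 3, log2 signal), a change of -2.41 (SE 0.26, adjusted p = 0.000502 from limma). Wcbf2-1 (A_99_P193548) fell by 1.96 (SE 0.29, adjusted p = 0.00149). Beta-carotene hydroxylase (A_99_P336181) rose from 8.70 ± 0.36 to 10.69 ± 0.21, by 1.99 (SE 0.29, adjusted p = 0.00149). The HAP3-like transcriptional activator (A_99_P302726) rose by 1.66 (SE 0.21, adjusted p = 0.00101), and a proline-rich protein precursor (A_99_P498102) by 1.85 (SE 0.30, adjusted p = 0.00288). Of the 22 probes that Table S2 gives for this comparison, 11 were higher and 7 lower, and 4 missed the threshold with the same direction. These were an exoglucanase precursor (-0.92, adjusted p = 0.0773), glutamyl-tRNA reductase 2 (0.85, adjusted p = 0.079), the Rubisco small chain (0.99, adjusted p = 0.0512) and an auxin efflux carrier (1.94, adjusted p = 0.102). With only the D2 groups in the fit all 4 passed (adjusted p = 0.0377, 0.00595, 0.0108 and 0.00243). Without the quantile normalization 1 of the 22 passed.

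**Figure D3:**
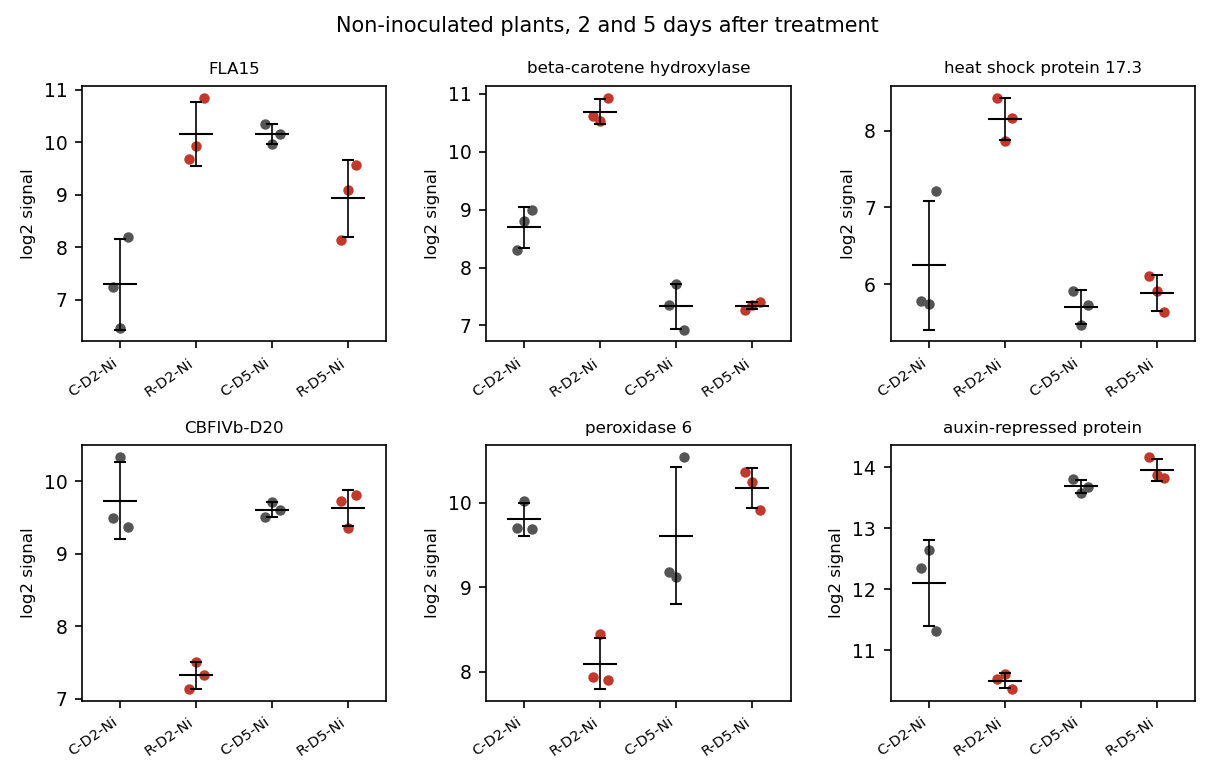
Log2 signal, after quantile normalization, of 6 probes on each array of C-D2-Ni, R-D2-Ni, C-D5-Ni and R-D5-Ni, with control arrays in grey and treated arrays in red, and bars for the mean and SD (n = 3). On D2 the treated arrays lie above the controls for beta-carotene hydroxylase (10.69 against 8.70) and below them for CBFIVb-D20 (7.32 against 9.73).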

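As groups, light-harvesting and cell wall proteins leaned higher on D2 and class III peroxidases lower, and an auxin-repressed protein fell. The chlorophyll a/b-binding protein WCAB (A_99_P409112) rose from 12.27 ± 0.88 to 14.17 ± 0.17 (SD, n = 3, log2 signal), by 1.90 (SE 0.34, adjusted p = 0.00566 from limma). Of 21 probes for light-harvesting proteins, 3 were higher (8 when adjusted over the list alone), with a median log2 fold change of 0.54 (camera, adjusted p = 6.62e-07; adjusted p = 0.272 with an estimated correlation). Of 9 probes for cell wall and xylem proteins, 3 were higher (5 when adjusted over the list alone; median 0.80, adjusted p = 0.000186, adjusted p = 0.191 with an estimated correlation). Of 13 CBF and DREB probes, 4 were lower (7 when adjusted over the list alone, with 1 higher; median -0.54, adjusted p = 0.000157, adjusted p = 0.191 with an estimated correlation). Of 13 class III peroxidase probes, 5 were lower and 1 was higher (6 and 1 when adjusted over the list alone; adjusted p = 0.00151, adjusted p = 0.272 with an estimated correlation). An auxin-repressed protein (A_99_P216046) fell by 1.61 (SE 0.25, adjusted p = 0.00234), and the nodulin-like protein (A_99_P307876) rose by 1.36 (SE 0.20, adjusted p = 0.00149). The paper's functional groups hold probes that it chose from these same arrays, so that their directions follow from that choice. By these groups, 2 of 3 light-harvesting and photosynthesis probes and 2 of 2 protein metabolism probes were higher. Of 5 growth and development probes, 1 was higher and 3 were lower, and the 1 carbohydrate metabolism probe was lower.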

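Treatment of inoculated plants raised phosphoethanolamine methyltransferase and a VTC2-like protein and lowered peroxidase 6. The methyltransferase, which makes the choline precursor phosphocholine, rose on 3 probes by 2.42, 1.90 and 1.88. On A_99_P435387 its log2 signal was 8.27 ± 0.69 in C-D5-i and 10.69 ± 0.20 in R-D5-i (SD, n = 3; SE 0.27, adjusted p = 5.13e-05 from limma). The VTC2-like protein, of ascorbate synthesis (A_99_P259271), rose by 1.83 (SE 0.31, adjusted p = 0.000898), and a 37 kDa protein of the chloroplast inner envelope (A_99_P341416) by 1.71 (SE 0.19, adjusted p = 5.59e-05). Peroxidase 6, a class III peroxidase, fell on 4 probes, by 2.84, 2.62, 2.52 and 1.95. On A_99_P229586 it fell from 10.93 ± 0.96 to 8.09 ± 0.63 (SE 0.40, adjusted p = 0.000215). Of the 25 probes that Table S2 gives for this comparison, 24 passed in the direction given there, and the zinc-finger protein WZF1 (-0.67, SE 0.47, adjusted p = 0.356) did not. None of the 25 passed without the quantile normalization, where 204 probes reached the paper's thresholds.

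**Figure D4:**
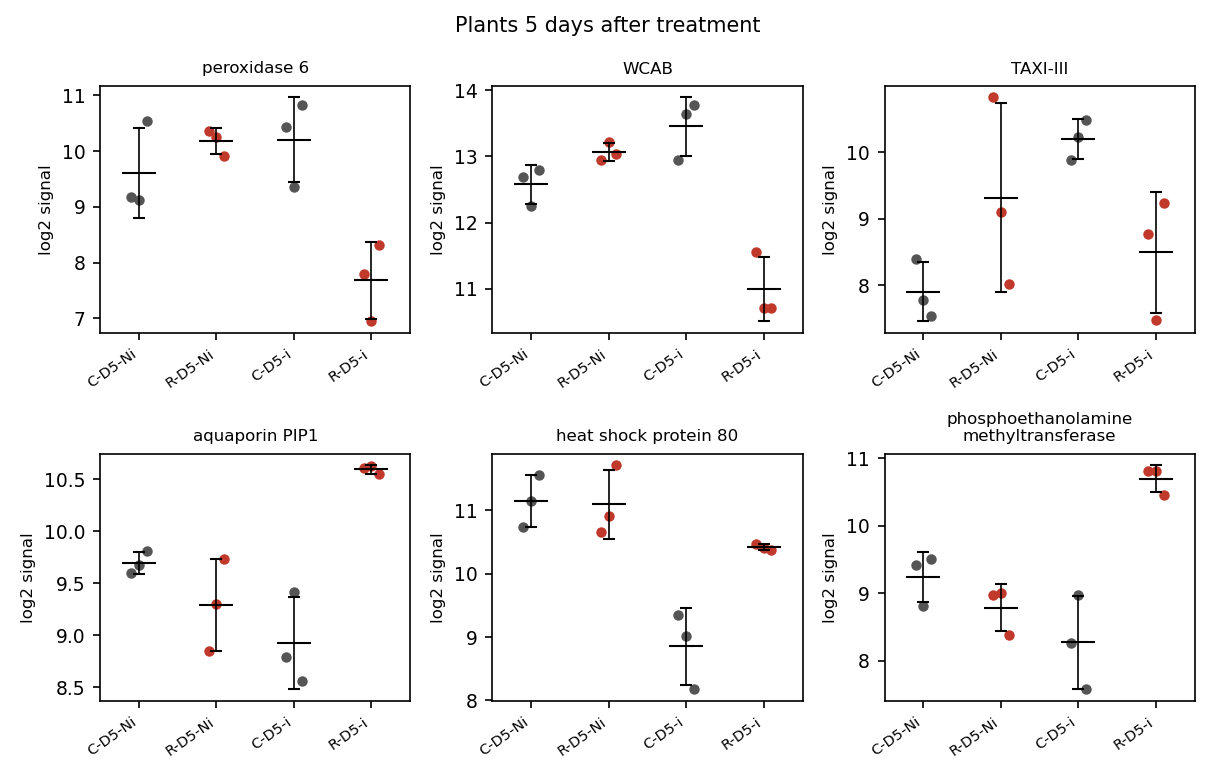
Log2 signal, after quantile normalization, of 6 probes on each array of C-D5-Ni, R-D5-Ni, C-D5-i and R-D5-i, with bars for the mean and SD (n = 3). In R-D5-i phosphoethanolamine methyltransferase (A_99_P435387) lies at 10.69, above the 8.27 of C-D5-i.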

Regarding the priming modality on D5, among the 25 DEGs highlighted, only seven were up-regulated, while 18 were down-regulated. All of these DEGs were different from the ones found in the eliciting and fungal effect modalities, except for two DEGs encoding for heat shock protein 80 and heat shock protein 70-like, which were also deregulated in the fungal effect modality (Figures 2A, 3). 

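Heat shock protein 80 fell with the fungus and rose with treatment of inoculated plants, so that R-D5-i lay between C-D5-i and C-D5-Ni. Its log2 signal on probe A_99_P238761 was 11.14 ± 0.41 in C-D5-Ni, 8.85 ± 0.61 in C-D5-i and 10.42 ± 0.05 in R-D5-i (SD, n = 3). The fungal effect was -2.29 (SE 0.31, adjusted p = 8.2e-05 from limma) and the priming effect 1.56 (SE 0.31, adjusted p = 0.00247). Heat shock protein 70-like (A_99_P234541) fell by 1.88 in the fungal effect (SE 0.31, adjusted p = 0.000418) and rose by 1.12 in the priming effect (SE 0.31, adjusted p = 0.0179). The latter missed the threshold without R-D5-i replicate 1 (adjusted p = 0.0923) and without C-D5-i replicate 1 (0.0709) or replicate 3 (0.103) and with only the compared groups in the fit (0.119), and its groups overlapped. The nodulin-like protein fell by 1.26 in the priming effect (SE 0.20, adjusted p = 0.000534). The dormancy/auxin associated protein (A_99_P262826) fell by 1.69 (SE 0.23, adjusted p = 0.000187). Between the eliciting effect on D2 and the priming effect, 91 probes passed in both, where chance gives 56.7, 32 of them with the same direction. Between the eliciting effect on D2 and the fungal effect the number was 132, where chance gives 56.4.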

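As groups, water channels, chaperones and enzymes of amino acid metabolism leaned higher in inoculated plants that had been treated, and auxin-related proteins leaned lower. Of 14 aquaporin probes, 13 were higher (14 when adjusted over the list alone), with a median log2 fold change of 1.19 (camera, adjusted p = 2.53e-11; adjusted p = 0.099 with an estimated correlation). Of 21 heat shock protein probes, 13 were higher (14 when adjusted over the list alone; median 1.12, adjusted p = 2.07e-06, adjusted p = 0.138 with an estimated correlation). Of 15 probes for amino acid metabolism, 10 were higher (10 higher and 1 lower when adjusted over the list alone; median 0.90, adjusted p = 7.67e-07, adjusted p = 0.099 with an estimated correlation). Of 29 probes for cold and dehydration proteins, 12 were higher (13 higher and 1 lower when adjusted over the list alone; median 0.52, adjusted p = 0.000293, adjusted p = 0.138 with an estimated correlation). Of 18 auxin-related probes, 5 were lower, also when adjusted over the list alone (median -0.61, adjusted p = 0.00733, adjusted p = 0.28 with an estimated correlation). Among the paper's functional groups, 2 of 3 abiotic stress probes and 2 of 3 protein metabolism probes were higher, and the 1 probe of secondary metabolism was higher. The paper chose these probes from the same arrays, so that their directions follow from that choice. The plastid-specific 30S ribosomal protein 1 (A_99_P258121), under chloroplast structure and function, fell by 1.88 (SE 0.32, adjusted p = 0.000879 from limma).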

Genes regulated in the priming modality encode for proteins involved in diverse functions and belong to all targeted functional groups of genes (Figure 4). 

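In leaves with the fungus alone, transcripts of ribosomal proteins rose and those of CBF and DREB factors fell. Of 111 ribosomal protein probes, 49 were higher and none was lower (62 and none when adjusted over the list alone). Their median log2 fold change was 0.47 (camera, adjusted p = 2.07e-19; adjusted p = 0.0364 with an estimated correlation). The probes that name ribosomal RNA, kept as an indirect sign of RNA quality, moved with them, with 2 of 9 higher (3 when adjusted over the list alone; median 0.48, adjusted p = 0.0478, adjusted p = 0.245 with an estimated correlation). They were matched by words and include a homing endonuclease encoded in an rRNA intron, so that they do not measure RNA integrity. Their list missed the threshold without C-D5-Ni replicate 2 (adjusted p = 0.0644) or 3 (0.0606), without C-D5-i replicate 1 (0.0533) or 3 (0.0725) and with the replicate number as a block (0.0539). Of 13 CBF and DREB probes, 9 were lower, also when adjusted over the list alone (median -1.24, adjusted p = 1.48e-08, adjusted p = 0.0364 with an estimated correlation). CBFIVd-A22 (A_99_P140518) fell from 11.02 ± 0.10 to 9.29 ± 0.08 (SD, n = 3, log2 signal). Of 29 probes for cold and dehydration proteins, 8 were higher (10 when adjusted over the list alone; median 0.25, adjusted p = 0.000134, adjusted p = 0.149 with an estimated correlation). Of 55 probes for antioxidant enzymes, 13 were lower and 3 higher (14 and 3 when adjusted over the list alone; median -0.34, adjusted p = 0.00504, adjusted p = 0.251 with an estimated correlation). Of 15 probes for amino acid metabolism, 7 were lower and 1 was higher (7 lower and 2 higher when adjusted over the list alone; adjusted p = 0.00504, adjusted p = 0.279 with an estimated correlation).

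**Figure D5:**
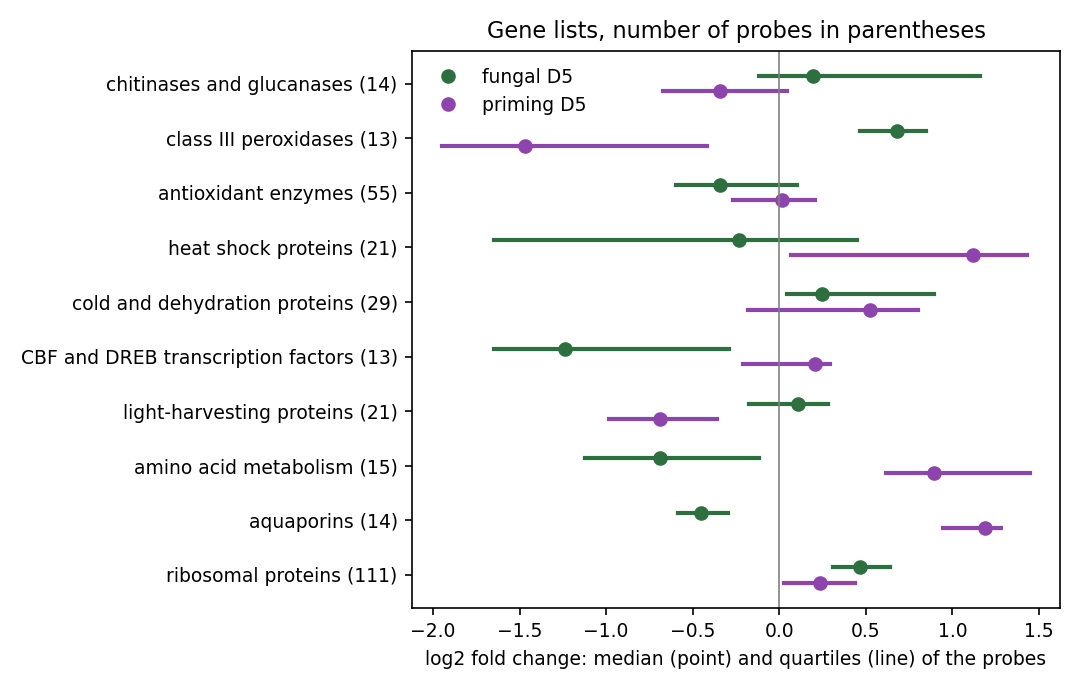
Median (point) and quartiles (line) of the log2 fold changes of the probes in 10 lists, in the fungal effect in green and the priming effect in purple, with the number of probes in parentheses. Ribosomal proteins lie at a median of 0.47 and CBF and DREB factors at -1.24 in the fungal effect, and aquaporins at 1.19 in the priming effect.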

Finally, the fungal infection alone displayed the most important effect on the wheat leaf transcriptome when compared to the eliciting and priming modalities. Again, most of the changes observed were due to gene downregulations (six genes upregulated *vs*. 32 genes downregulated). 

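The low temperature induced protein and the cold acclimation protein WCOR413 were among the genes that rose with the fungus, and asparaginase, a metallothionein and a riboregulator of phosphate supply among those that fell. The low temperature induced protein (A_99_P459967) rose from 7.91 ± 0.53 in C-D5-Ni to 11.21 ± 0.75 in C-D5-i (SD, n = 3, log2 signal), by 3.30 (SE 0.34, adjusted p = 7.5e-06 from limma). WCOR413 rose by 1.66 (SE 0.24, adjusted p = 0.000132). A glycine/proline-rich protein (A_99_P543657) fell by 2.58 (SE 0.30, adjusted p = 1.68e-05), metallothionein type 2 (A_99_P460107) fell by 1.71 (SE 0.15, adjusted p = 1.92e-06), and the IPS1 riboregulator (A_99_P207336) fell by 1.80 (SE 0.30, adjusted p = 0.00048). Asparaginase (A_99_P466942) fell by 1.86 (SE 0.45, adjusted p = 0.00898). Of the 38 probes that Table S2 gives for this comparison, 6 were higher and 30 lower. The fasciclin-like protein FLA15 (-1.39, SE 0.51, adjusted p = 0.0696) and WIR1A missed the threshold. FLA15 passed with only the compared groups in the fit (adjusted p = 0.0067) and with array weights (0.0352). The bZIP110 transcription factor (-0.75, adjusted p = 0.0127) missed it without C-D5-Ni replicate 1 (adjusted p = 0.057) and without C-D5-i replicate 3 (0.0701). Of the 38, 7 passed without the quantile normalization.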

All functional groups of genes were represented in this modality, except for the gene functional groups light-harvesting, photosynthesis, and carbohydrate metabolism (Figure 3).

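The probes that the paper lists for amino acid and protein metabolism all fell in the fungal effect. The paper chose its probes from these same arrays, so that their directions follow from that choice. Of 21 light-harvesting probes, 0 passed the test from limma, also when adjusted over the list alone, with 3 higher and 1 lower at an unadjusted p under 0.05 (median log2 fold change 0.11, camera adjusted p = 0.544, adjusted p = 0.871 with an estimated correlation). WCAB (A_99_P213551) passed as higher without C-D5-i replicate 1 (adjusted p = 0.00308) and with array weights (0.0146), and CP29 (A_99_P227421) passed as lower without C-D5-i replicate 2 (adjusted p = 0.0156) and with array weights (0.0245). Of 47 other photosynthesis probes, 2 were higher (adjusted p = 0.13 from camera), and the list passed without C-D5-i replicate 1 (adjusted p = 0.0482) and with arrays centred on their medians (0.0249). Among the probes of Table S2, 5 of 5 for amino acid metabolism and 4 of 4 for protein metabolism were lower, with median log2 fold changes of -1.54 and -2.05. Of 9 for abiotic stress, 3 were higher and 6 lower, and 2 of 2 for oxidative stress were lower. L-allo-threonine aldolase (A_99_P449637) fell from 9.19 ± 0.20 to 7.66 ± 0.28 (SD, n = 3, log2 signal), by 1.54 (SE 0.22, adjusted p = 0.000153 from limma). Of 11 jasmonate-related probes, 4 were lower, also when adjusted over the list alone (median -0.61, adjusted p = 0.0101, adjusted p = 0.28 with an estimated correlation). The camera value was 0.0533 without C-D5-i replicate 1. Of 73 ubiquitin and proteasome probes, 9 were lower (adjusted p = 0.0109, adjusted p = 0.279 with an estimated correlation).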

**Figure 4:**
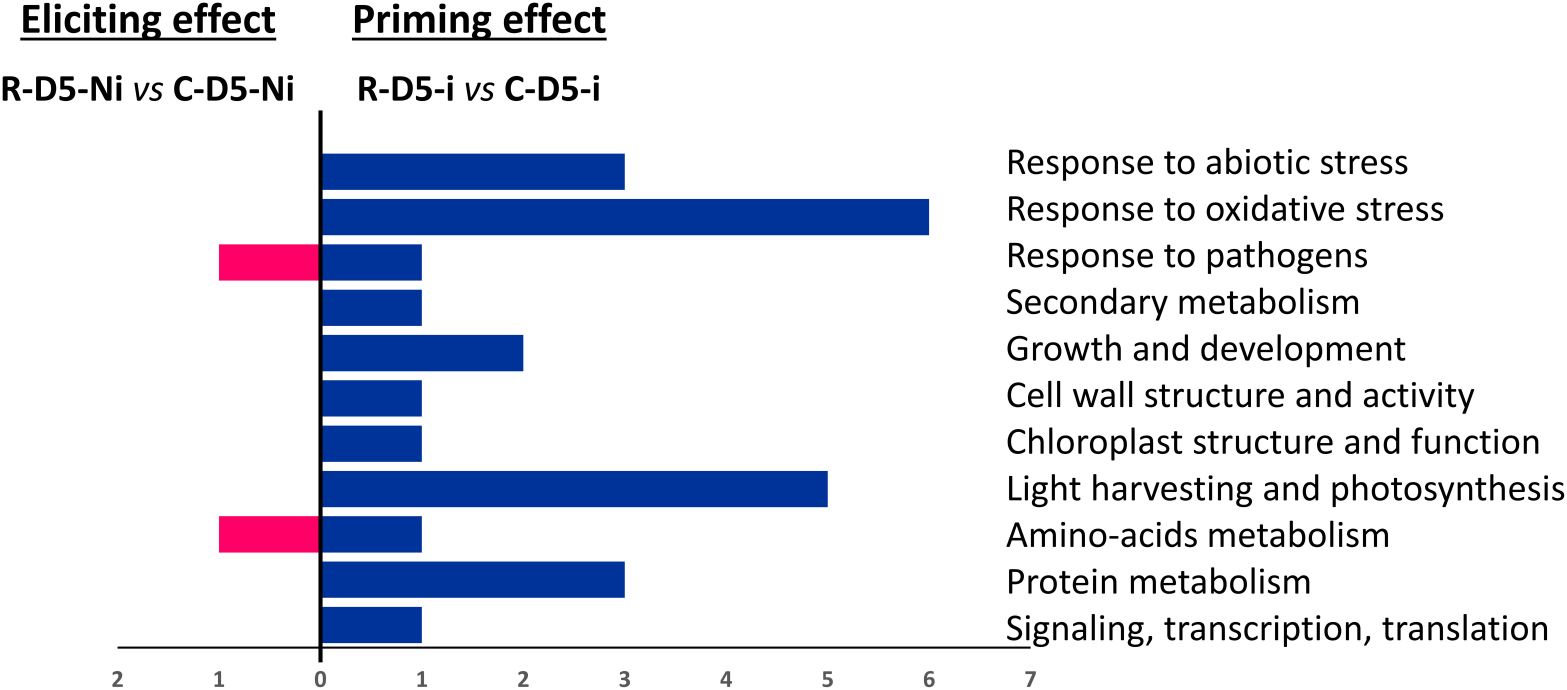
Functional groups of differentially expressed genes (DEGs) observed in eliciting (R-D5-Ni *vs*. C-D5-Ni) compared to priming (R-D5-i *vs*. C-D5-i) conditions. DEGs were classified into different functional groups according to NCBI GenBank. C stands for a mock treatment, while R is for Rh-Est-C12 application; Ni relates to mock-inoculated wheat while i means inoculated plants with *Z. tritici*; D5 indicates the sampling date of the third leaves, corresponding to 5 days after treatment.

### Rh-Est-C12 Does Not Cause Marked Changes in Wheat Leaf Metabolite Accumulation

A UHPLC-MS analysis was carried out to examine the effect of Rh-Est-C12 on the wheat leaf metabolome, at the same time points as those selected for transcriptomic analysis (D2 and D5) and at an additional time point at 15 days after treatment (D15), i.e., 13 days after inoculation. This time point corresponds to the moment preceding the switch of the fungus from the biotrophic to the necrotrophic phase. All comparisons aiming at investigating the eliciting, priming, and fungal effects were undertaken according to the same pairwise comparison performed above in the transcriptomics assay. A total of 54 metabolites belonging to different chemical families were identified, and their relative amounts were determined for all the performed comparisons at all time points (Supplementary Table S3). PCA analysis revealed marked clustering of the treated and/or inoculated plants, indicating that Rh-Est-C12 and/or *Z. tritici* affects wheat metabolite patterns (Figure 5).

**Figure 5:**
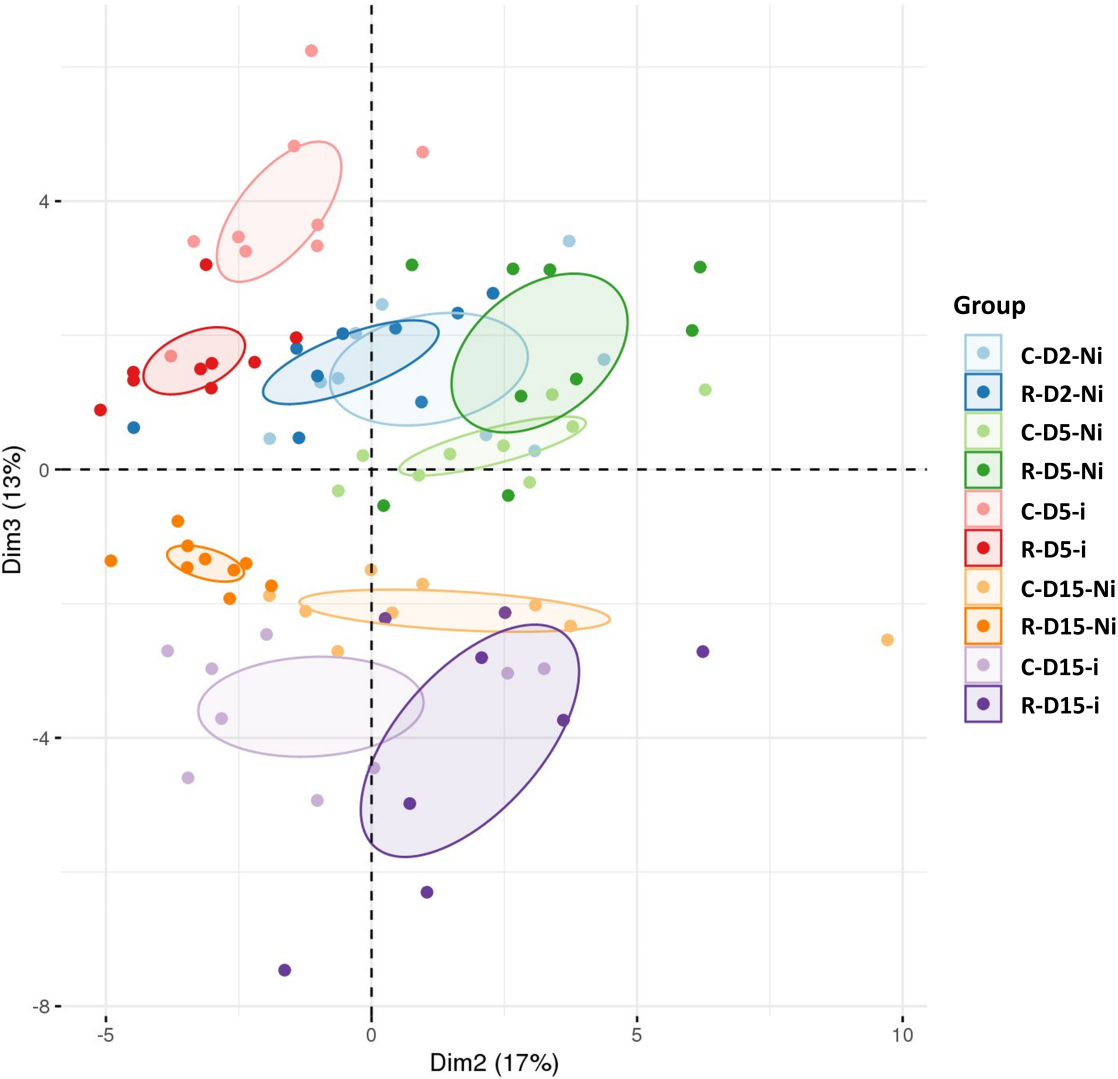
Principal component analysis (PCA) of targeted metabolomic data sets from wheat leaves treated or not with Rh-Est-C12 and/or inoculated with *Z. tritici*. For each modality, nine biological replicates were used. The second and the third principal components explain 17 and 13% of the variance separating the groups of samples, respectively. C stands for a mock treatment, while R is for Rh-Est-C12 application; Ni relates to mock-inoculated wheat, while i means inoculated plants with *Z. tritici*; D2, D5 or D15 indicates sampling dates of the third leaves, corresponding to 2, 5, or 15 days after treatment, respectively.

When focusing on the eliciting modality, only a few differentially accumulated metabolites (DAMs) in the treated non-inoculated leaves were highlighted at the three targeted time points (Figure 6). On D2, one amino acid (asparagine) was found depleted, whereas on D5, the concentrations of two phytohormones and precursors (MeJA and OPDA) were significantly decreased. Moreover, two amino acids (valine and proline) were enriched at this later time-point. On D15, six metabolites were significantly depleted, one amino acid (valine), one phytohormone, abscisic acid glucose ester (ABA-Glc), and four flavonoids, luteolin-6-C-hexoside (luteolin-6-C-Glc), luteolin-C-hexosyl-deoxyhexoside (luteolin-C-hexo-O-deoxyhexo), luteolin-C-hexosyl-C-pentoside (luteolin-C-hexo-C-pento), and tricin. In the priming modality, more DAMs were observed than in the eliciting modality but on D5 only. On D5, 13 DAMs were depleted, seven of them were amino acids, leucine-isoleucine, phenylalanine, tyrosine, arginine, histidine, lysine, and asparagine; five were benzoxazinoids, HBOA, HBOA-glucoside (HBOAGlc), HMBOA-hexoside (HMBOAGlc), HM2BOA, and HM2BOA-hexoside (HM2BOAGlc); one is a hydroxycinnamic acid amide, feruloylagmatine. It should be noticed that most of these depleted DAMs were identical to those that were enriched in the fungal effect modality. The enrichment of only one metabolite, the amino acid aspartic acid, can be associated with the priming modality. No DAMs belonging to the flavonoid and phytohormone families were highlighted at this time point. On D15, however, an increase in the concentration of three flavonoids, luteolin-6-C-Glc, luteolin-C-hexo-C-pento, and chrysoeriol-6-C-hexoside (chrysoeriol-6-C-Glc), was observed. Fungal infection alone caused more changes in leaf metabolite concentrations than the eliciting and priming modalities. Indeed, on D5, among the 54 identified metabolites, 24 were differently accumulated (17 enriched, seven depleted) in the fungal alone modality. On D15, considerably less modifications were detected, with only seven DAMs, among them six were enriched and one was depleted (Figure 6).

**Figure 6:**
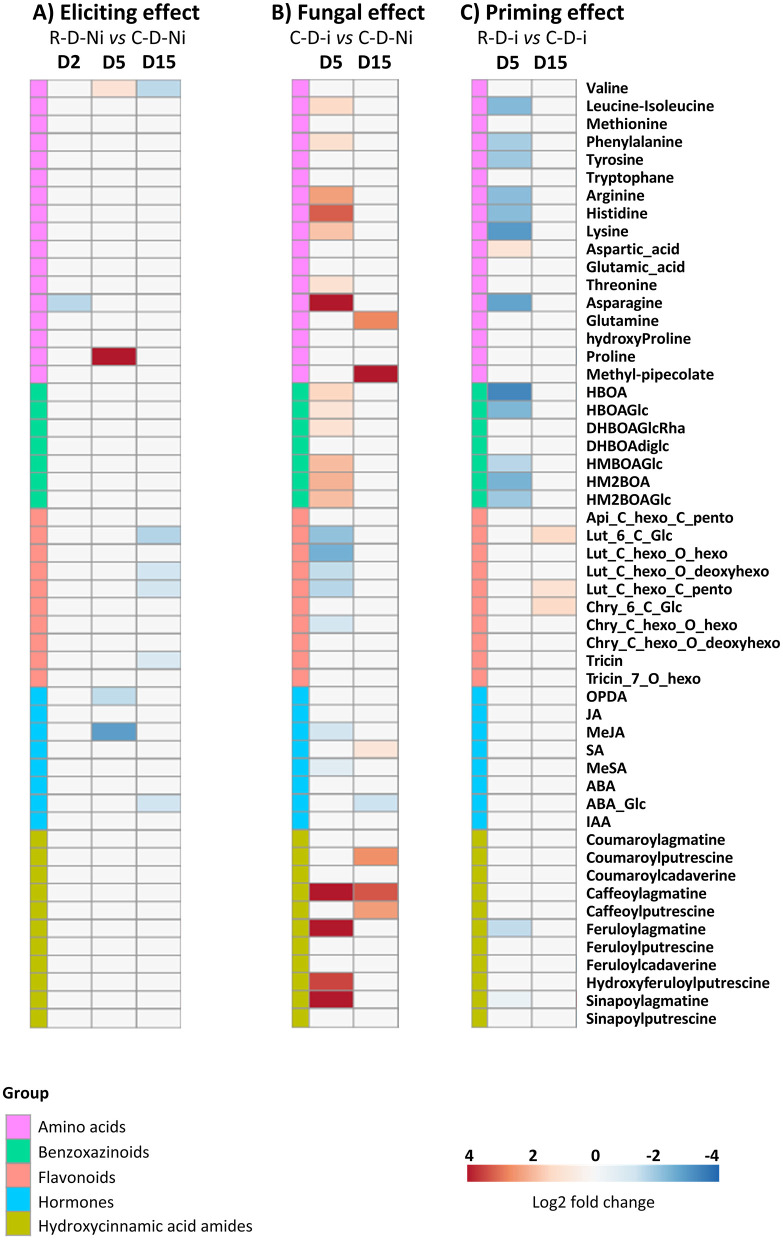
Heatmap representation of differentially accumulated metabolites in wheat third leaves (Cv. Alixan) treated or not with Rh-Est-C12 and infected or not with *Z. tritici* (T02596 strain) at different time points. With metabolite relative accumulation changes in the **(A)** eliciting modalities, from left to right, R-D2-Ni *vs*. C-D2-Ni, R-D5-Ni *vs*. C-D5-Ni, and R-D15-Ni *vs*. C-D15-Ni; **(B)** fungal modalities, C-D5-i *vs*. C-D5-Ni and C-D15-i *vs*. C-D15-Ni; **(C)** priming modalities, R-D5-i *vs*. C-D5-i and R-D15-i *vs*. C-D15-i. Log2 of significant metabolite fold changes for indicated pairwise comparisons are given by shades of red or blue colors according to the corresponding scale bar. Metabolites were grouped according to their functional or chemical family as amino acids, benzoxazinoids, flavonoids, hormones, or hydroxycinnamic acid amides. Data represent the mean values of nine biological replicates for each condition and time point. Statistical analyses were performed by Tukey's honest significant difference method followed by false discovery rate (FDR) correction, with FDR <0.05. For FDR ≥0.05, Log2 fold changes were set to 0. Abbreviations: C stands for a mock treatment, while R is for Rh-Est-C12 application; Ni relates to mock-inoculated wheat, while i means inoculated plants with *Z. tritici*; D2, D5, or D15 indicates sampling dates of the third leaves, corresponding to 2, 5, or 15 days after treatment, respectively.

## Discussion

Here, we combined transcriptomic and metabolomic approaches to explore the ability of a bioinspired mono-RL (Rh-Est-C12) to trigger defense reactions in wheat toward *Z. tritici*, a significantly damaging pathogen of this major agroeconomic crop. The results confirmed that Rh-Est-C12 significantly protects wheat against the pathogen by reducing disease severity by almost half and by displaying a direct antimicrobial activity toward the fungus both *in vitro* and *in planta*, thus agreeing with a previous report testing the potential activity of this RL, as well as other RLs with different structures, in the wheat-*Z. tritici* pathosystem (Platel et al., 2021). The antimicrobial activity of RLs against phytopathogens, including fungi and oomycetes, has been reported in many studies, as reviewed recently by Crouzet et al. (2020). However, studies investigating RL-induced plant resistance using omics approaches are still lacking. Our results reveal that Rh-Est-C12 does not induce major modifications in either the patterns of gene expression or metabolite accumulation when considering both the eliciting and priming modalities.

### Rh-Est-C12 Alone Triggers Only Slight Alterations of Wheat Leaf Metabolism

Among the DEGs detected in the eliciting modality, a much higher number (22) was scored on D2 than on D5 (2), suggesting that the slight eliciting effect observed with Rh-Est-C12 at the earlier time point D2 is not persistent and seems to disappear 3 days later on D5. 

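The response to treatment on D2 differed from that on D5 for a cold-response regulator, a small heat shock protein and a lipid transfer protein. The difference itself was tested with limma as the D2 effect minus the D5 effect. For CBFIVb-D20 it was -2.43 (SE 0.37, adjusted p = 0.0114), with a change of 0.02 on D5. For the nodulin-like protein (A_99_P307876) it was 1.74 (SE 0.28, adjusted p = 0.0114). For the non-specific lipid-transfer protein 4.3 precursor (A_99_P228291), which rose by 1.45 on D2, it was 2.06 (SE 0.32, adjusted p = 0.0114). For a small heat-shock protein (A_99_P223676) it was 1.57 (SE 0.26, adjusted p = 0.0116). The fasciclin-like protein FLA15 (A_99_P248201) had the difference 3.90 (SE 0.72, adjusted p = 0.0181). This missed the threshold without C-D2-Ni replicate 2 (adjusted p = 0.0604), R-D2-Ni replicate 3 (0.0751), C-D5-Ni replicate 1 (0.0525) or R-D5-Ni replicate 1 (0.0516). For HSP80 (adjusted p = 0.226) and WCOR518 (adjusted p = 0.487) a difference between the days was not shown. Over all probes 94 responses were higher on D2 and 25 lower, in total 119. The total was 62, 65 or 15 without R-D2-Ni replicate 1, 2 or 3, and 46 or 22 without C-D2-Ni replicate 1 or 2. It was 21 or 194 without R-D5-Ni replicate 1 or 2, and 18, 33 or 47 without C-D5-Ni replicate 1, 2 or 3. The paper chose the 22 probes of the D2 comparison in Table S2 by their D2 effect on these same arrays. Of these, 10 had a response that differed between the days. This count was 5, 6 or 2 without R-D2-Ni replicate 1, 2 or 3, 3 or 2 without C-D2-Ni replicate 1 or 2, 2 without R-D5-Ni replicate 1, and 2, 3 or 6 without C-D5-Ni replicate 1, 2 or 3. The paper describes a mock inoculation and a humid cover between D2 and D5, so that time after treatment cannot be told apart from them. Other splits of the arrays into groups could not exclude chance for the count of 119, since too few kept the D2 groups whole. From the numbers of DEGs on D2 and on D5, the paper proposes that the slight eliciting effect does not persist.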

Out of the 22 detected DEGs, two encode heat shock proteins (HSPs), 22.3kDa heat-shock protein, and heat shock protein 80. These chaperone proteins are crucial molecules involved in plant defense against abiotic and biotic stresses. 

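Heat shock proteins are chaperones that keep other proteins folded under stress. A small heat-shock protein (A_99_P223676) rose on D2 from 8.61 ± 0.38 in C-D2-Ni to 10.12 ± 0.23 in R-D2-Ni (SD, n = 3, log2 signal), by 1.51 (SE 0.19, adjusted p = 0.000981 from limma). Heat shock protein 17.3 (A_99_P405772), another small chaperone, rose by 1.91 (SE 0.31, adjusted p = 0.00326). Heat shock protein 80 (A_99_P238761) rose from 12.06 ± 0.50 to 13.24 ± 0.20, by 1.18 (SE 0.31, adjusted p = 0.0478). Its adjusted p was 0.142, 0.0827 and 0.189 without R-D2-Ni replicates 1, 2 and 3, 0.185 and 0.169 without C-D2-Ni replicates 1 and 2, and 0.0603 with the replicate number as a block in the fit. Over all alternatives its adjusted p ranged from 0.0109 to 1. Of 21 heat shock protein probes, 3 were higher and none was lower (4 and none when adjusted over the list alone). The median log2 fold change of the list was 0.47 (camera, adjusted p = 0.000656; adjusted p = 0.272 with an estimated correlation).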

As reviewed by ul Haq et al. (2019), HSPs may increase ROS scavenging by enhancing plant antioxidant enzymes. Interestingly, we have previously found that Rh-Est-C12 increased catalase and peroxidase activities in wheat (Platel et al., 2021). Besides, HSPs are also considered to play a role in membrane stability (ul Haq et al., 2019). Remarkably, RLs are supposed to inhibit microbial pathogens and trigger plant immunity defenses by interacting directly with their plasma membranes (Crouzet et al., 2020). Hence, the accumulation of HSP transcripts could suggest that Rh-Est-C12 can affect wheat-cell membrane stability by mimicking abiotic stress. This hypothesis is supported by the deregulation of abiotic stress response-associated DEGs observed in this modality, such as those coding for cold acclimation protein WCOR518, fasciclin-like protein FLA15, β-carotene hydroxylase, peroxidase 6, β-amylase, and myb-related protein MYBAS1 (Davison et al., 2002; Kaplan and Guy, 2004; Svensson et al., 2006; You and Chan, 2015; Zang et al., 2015; Peixoto-Junior et al., 2018). 

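Beta-amylase, which degrades starch, fell with treatment on D2, as did peroxidase 6 and the regulator MYBAS1, while the cell surface protein FLA15 and the cold acclimation protein WCOR518 rose. Beta-amylase (A_99_P009886) fell from 10.57 ± 0.23 in C-D2-Ni to 9.22 ± 0.42 in R-D2-Ni (SD, n = 3, log2 signal), a change of -1.35 (SE 0.20, adjusted p = 0.00149 from limma). FLA15 rose by 2.63 (SE 0.51, adjusted p = 0.00986) on A_99_P248201. Without R-D2-Ni replicate 3 its adjusted p was 0.0788, and without C-D2-Ni replicate 2 it was 0.0746. WCOR518 (A_99_P421457) rose by 1.04 (SE 0.23, adjusted p = 0.0193). The adjusted p was 0.0606 or 0.123 without R-D2-Ni replicate 1 or 3, and 0.0781 or 0.136 without C-D2-Ni replicate 1 or 2. Peroxidase 6 (A_99_P415477) fell from 9.80 ± 0.19 to 8.10 ± 0.30, a change of -1.70 (SE 0.39, adjusted p = 0.0257). The adjusted p was 0.0855 or 0.135 without R-D2-Ni replicate 1 or 3, and 0.0667 or 0.134 without C-D2-Ni replicate 1 or 2. MYBAS1 (A_99_P538902) fell by 1.30 (SE 0.27, adjusted p = 0.0151), with an adjusted p of 0.0841 without R-D2-Ni replicate 3 and 0.102 without C-D2-Ni replicate 2. Of 29 probes for cold and dehydration proteins, 3 were higher on D2 (3 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.969).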

At the metabolome level, we, on D5 the enrichment of two amino acids, valine and proline, and the depletion of two phytohormones and precursors, MeJA and OPDA. Proline is an osmolyte metabolite involved in adaptation and tolerance to a large variety of abiotic stresses, such as osmotic, freezing, and cold stresses (Szabados and Savour, 2010; Lv et al., 2011). The accumulation of this metabolite could likely be a consequence of the Rh-Est-C12 “abiotic stress-like” effect on wheat. Also, on D15, the concentration of only a few DAMs was altered. Taken as a whole, these results suggest that Rh-Est-C12 treatment, in the elicitation modality, triggers some modifications in the wheat plant transcriptome and metabolome, but that its effect is limited, especially when compared to the deregulation levels induced by other elicitors in other plants. For instance, Landi et al. (2017) recently reported by RNA-seq that preharvest treatment of strawberry fruits with chitosan and BTH induced modifications in the expression of 5,062 and 5,210 transcripts, respectively, 6, 12, and 24 h post-treatment compared to control conditions. In grapevine, plant treatment with the beta-glucan laminarin and its sulfated derivative (PS3) induced the regulation of 94 and 132 genes 12 h post-treatment, respectively, highlighted (Gauthier et al., 2014) using a microarray chip. The fact that Rh-Est-C12 induces only slight alterations on the plant transcriptome and metabolome, even with the relatively high concentration used (500 mg.L^−1^), indicates that this RL could provide protection to wheat against *Z. tritici* without high fitness cost on the plant. Such a positive property is sought after for crop protection compounds, since yield should not be negatively impacted by compounds having a insignificant impact on plant physiology (Cipollini et al., 2017). Conversely, elicitors displaying a large extent of alterations in host physiology, as those presented above, may lead to protection but with possibly higher allocation costs of the plant (Tripathi et al., 2019). The suggested neutral effect of Rh-Est-C12 on wheat fitness cost should furthermore be ascertained with appropriate assays taking into account, for instance, wheat grain filling and yield.

### Rh-Est-C12 Does Not Prime Strong Defense Responses in Wheat Against *Z. tritici*

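Class III peroxidases use hydrogen peroxide at the cell wall, and chlorophyll a/b-binding proteins feed light to the photosystems. Members of both families fell in inoculated plants that had been treated. The peroxidase on A_99_P431937 fell from 11.11 ± 0.18 in C-D5-i to 9.22 ± 0.10 in R-D5-i (SD, n = 3, log2 signal), a change of -1.89 (SE 0.17, adjusted p = 2.07e-05 from limma). A peroxidase precursor (A_99_P247391) fell by 1.84 (SE 0.31, adjusted p = 0.000881) and class III peroxidase 62 (A_99_P407997) fell by 1.47 (SE 0.22, adjusted p = 0.000383). Thylakoid-bound ascorbate peroxidase (A_99_P259786), which is not a class III peroxidase, fell by 0.96 (SE 0.22, adjusted p = 0.0066). It missed the threshold with only the compared groups in the fit (adjusted p = 0.0623). Of 13 class III peroxidase probes, 9 were lower (9 lower and 1 higher when adjusted over the list alone; median -1.47, camera adjusted p = 9.71e-07, adjusted p = 0.0989 with an estimated correlation). WCAB (A_99_P409112) fell from 13.45 ± 0.44 to 10.99 ± 0.49, a change of -2.46 (SE 0.34, adjusted p = 0.000178). Light-induced protein 1-like (A_99_P209081) fell by 1.57 (SE 0.18, adjusted p = 6.72e-05) and a light-regulated protein precursor (A_99_P223636) fell by 1.47 (SE 0.18, adjusted p = 8.68e-05). The paper groups both with light harvesting, and their names do not place them among the chlorophyll a/b-binding proteins. The chloroplast pigment-binding protein CP24 (A_99_P437157) fell by 1.41 (SE 0.36, adjusted p = 0.0116), but missed the threshold without R-D5-i replicate 3 (adjusted p = 0.0549) or C-D5-i replicate 3 (0.0594). Of 21 light-harvesting probes, 10 were lower, also when adjusted over the list alone (median -0.69, adjusted p = 1.27e-06, adjusted p = 0.28 with an estimated correlation).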

In the modality assessing the potential priming effect of Rh-Est-C12, we detected a significant downregulation of 18 genes on D5, among them six were involved in response to oxidative stress (encoding mainly for peroxidases) and five were related to light-harvesting, photosynthesis, and carbohydrate metabolism (encoding for chlorophyll a/b-binding protein WCAB precursor, chloroplast pigment-binding protein CP24, light-harvesting complex I, light-induced protein 1-like, and light-regulated protein precursor). The other downregulated DEGs were associated with other functions. Two of these DEGs code for proteins particularly interesting in plant defense against pathogens, (i) the xylanase inhibitor TAXI-III that was reported as being potentially involved in durum wheat resistance against *Fusarium graminearum*, and (ii) the papain-like cysteine peptidase, a central key-enzyme in plant immunity (Moscetti et al., 2013; Misas-Villamil et al., 2016). Additionally, six DEGs were over-expressed (genes encoding for aquaporin PIP1, ATP-dependent RNA helicase, probable pyridoxal biosynthesis protein PDX1.1, sterol desaturase family protein, S-adenosylmethionine synthetase, and heat-shock protein 80). Among these genes, some may be involved in plant defense against biotic stress, like those encoding for aquaporin PIP1 and ATP-dependent RNA helicase (Zhang et al., 2014; Li et al., 2020). 

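TAXI-III inhibits xylanases, and XBCP3 is a papain-like cysteine peptidase. TAXI-III (A_99_P195998) had a log2 signal of 7.90 ± 0.44 in C-D5-Ni, 10.19 ± 0.30 in C-D5-i and 8.50 ± 0.91 in R-D5-i (SD, n = 3). It rose with the fungus alone by 2.29 (SE 0.53, adjusted p = 0.00624 from limma) and fell by 1.70 in the priming effect (SE 0.53, adjusted p = 0.0343). The fall missed the threshold without R-D5-i replicate 1 (adjusted p = 0.0548) or replicate 2 (0.163), and without C-D5-i replicate 1 (0.0512), replicate 2 (0.0629) or replicate 3 (0.115). The response of TAXI-III to treatment differed between inoculated and non-inoculated plants by -3.11 (SE 0.75, adjusted p = 0.0158). XBCP3 (A_99_P290171) fell from 9.17 ± 0.73 to 8.44 ± 0.14, a change of -0.73 (SE 0.24, adjusted p = 0.0437). Its adjusted p was 0.115, 0.0991 and 0.0537 without R-D5-i replicates 1, 2 and 3 and 0.203 without C-D5-i replicate 3. It was 0.201 with only the compared groups in the fit and 0.0539 with arrays centred on their medians. Its response in inoculated and non-inoculated plants was not shown to differ (adjusted p = 0.12), although the difference passed without C-D5-i replicate 2 (0.0207).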

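Aquaporin PIP1 is a water channel of the plasma membrane, S-adenosylmethionine synthetase makes the methyl donor of many syntheses, and PDX1.1 makes vitamin B6. PIP1 (A_99_P234106) rose from 8.92 ± 0.44 in C-D5-i to 10.59 ± 0.04 in R-D5-i (SD, n = 3, log2 signal), by 1.67 (SE 0.21, adjusted p = 0.000126 from limma). S-adenosylmethionine synthetase (A_99_P227511) rose from 9.40 ± 0.18 to 10.84 ± 0.31, by 1.45 (SE 0.19, adjusted p = 0.000129). PDX1.1 (A_99_P197801) rose by 1.70 (SE 0.30, adjusted p = 0.00118), a sterol desaturase family protein (A_99_P231241) by 1.78 (SE 0.30, adjusted p = 0.000728) and an ATP-dependent RNA helicase (A_99_P430447) by 1.42 (SE 0.25, adjusted p = 0.000991). The response of PIP1 to treatment was higher in inoculated than in non-inoculated plants by 2.07 (SE 0.30, adjusted p = 0.00101), and that of S-adenosylmethionine synthetase by 1.45 (SE 0.27, adjusted p = 0.00324).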

Remarkably, out of all the 25 detected DEGs in the priming modality, only the ones encoding for heat-shock protein 80 and heat shock protein 70-like were found in another condition (*Z. tritici* infection alone) on D5. In addition, the effect of RL on the priming modality seems weak, with only a few of the detected DEGs thought to be involved in plant resistance to pathogens. 

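Peroxidase 6, WCAB and phosphoethanolamine methyltransferase responded to treatment differently with and without the fungus. Of 14 chitinase and glucanase probes, 2 were lower and none was higher (camera, adjusted p = 0.106), and the list passed without R-D5-i replicate 1 (adjusted p = 0.0339), C-D5-i replicate 1 (0.0326) or C-D5-i replicate 3 (0.0332). Of 38 probes for other pathogenesis-related proteins, 8 were higher (adjusted p = 0.022, adjusted p = 0.364 with an estimated correlation). All 8 are methionine enzymes whose names contain the word thionin, and without such probes 15 remained (adjusted p = 0.722). The list's camera value was 0.0838 without C-D5-i replicate 3. Of 9 WRKY probes, 1 was lower (median -0.48, adjusted p = 0.0441, adjusted p = 0.431 with an estimated correlation). This list missed the threshold without R-D5-i replicate 2 (adjusted p = 0.33) or 3 (0.06) or C-D5-i replicate 2 (0.305). The priming effect minus the eliciting effect on D5 was -3.08 for peroxidase 6 (A_99_P415477; SE 0.56, adjusted p = 0.00301 from limma), -2.96 for WCAB (SE 0.48, adjusted p = 0.00157) and 2.88 for phosphoethanolamine methyltransferase (A_99_P435387; SE 0.39, adjusted p = 0.000775). Of the 25 priming probes of Table S2, 20 had such a difference. This count was 14 without C-D5-Ni replicate 2, R-D5-i replicate 2 or C-D5-i replicate 3. The paper chose these probes from the same arrays by their priming effect, which is part of this difference. Their count is therefore no independent sign that the response depends on the fungus. Over all probes the difference was higher for 581 and lower for 404, in total 985. This total was 514 without C-D5-Ni replicate 2, 634 without R-D5-i replicate 2 and 610 without C-D5-i replicate 3. The paper proposes that the priming effect is weak, because few of the DEGs are thought to act in resistance to pathogens.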

On the wheat metabolome, also, only a few changes were observed. On D5, aspartic acid, which is known to be involved in response to abiotic stress (Han et al., 2021), was the only metabolite significantly enriched, whereas 13 DAMs were depleted. Most of them, however, were found enriched in the fungal effect modality and totally absent in the comparison treated-inoculated *vs*. non-treated non-inoculated (Supplementary Figure S3), suggesting that the observed metabolite depletions in the priming modality on D5 are not conferred by the RL treatment but rather by the reduced fungal infection only. Nevertheless, a late enrichment of three flavonoids was observed on D15 in the treated and inoculated plants, suggesting a potential enhancement of plant responses to the pathogen at this time point. Indeed, flavonoids are secondary metabolites biosynthesized from the phenylpropanoid pathway and have been described as antimicrobial and antioxidant compounds that could be involved in wheat defense against biotic stress (Pietta, 2000; Mierziak et al., 2014).

### *Z. tritici* Infection Induces Significant Modifications in Wheat Leaf Transcriptome and Metabolome

In addition to the analysis of Rh-Est-C12 biological activity, our study provides insights regarding the effect of *Z. tritici* alone on the wheat transcriptome and metabolome in the case of a compatible interaction. On D5, we observed alterations in the accumulation of transcripts of 43 genes (with all functional groups represented, except for light-harvesting, photosynthesis, and carbohydrate metabolism) and 24metabolites (all functional or chemical families represented) corresponding to 44% of all the targeted metabolites, much more than in the other tested modalities (i.e., elicitation and priming ones). The regulation of these DEGs and DAMs may be caused by (i) plant recognition of the fungus and (ii) subsequent defense response deployment, i.e., upregulation of genes encoding for pathogenesis-related (PR) proteins, chitinases, and thaumatin-like proteins, as well as over-accumulation of specific amino acids, benzoxazinoids, and hydroxycinnamic acid amides. 

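Chitinases and glucanases attack fungal cell walls, and thaumatin-like proteins are PR proteins with antifungal activity. Chitinase 2 (A_99_P488752) rose with the fungus from 6.38 ± 0.33 in C-D5-Ni to 10.34 ± 0.71 in C-D5-i (SD, n = 3, log2 signal), by 3.95 (SE 0.34, adjusted p = 1.76e-06 from limma). On a further probe (A_99_P581012) it rose by 1.54 (SE 0.20, adjusted p = 5.65e-05). Another chitinase (A_99_P268406) rose from 8.72 ± 0.61 to 11.26 ± 0.36, by 2.55 (SE 0.30, adjusted p = 2.19e-05). Thaumatin-like protein TLP4 (A_99_P509202) rose from 8.57 ± 0.10 to 10.60 ± 0.11, by 2.04 (SE 0.31, adjusted p = 0.000201). Glucan endo-1,3-beta-glucosidase I (A_99_P492787) rose by 1.28 (SE 0.22, adjusted p = 0.000694). Of 14 chitinase and glucanase probes, 4 were higher (5 when adjusted over the list alone) and none was lower (camera, adjusted p = 0.0112; adjusted p = 0.279 with an estimated correlation). The camera value was 0.107 without C-D5-i replicate 2. Of 38 probes for other pathogenesis-related proteins, which include methionine enzymes by name, 3 were higher and 6 lower (4 and 6 when adjusted over the list alone; adjusted p = 0.963). Without those enzymes 15 remained, 3 of them higher (adjusted p = 0.0169). From these rises and the metabolite changes, the paper proposes that the plant recognizes the fungus and deploys defence responses.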

Noteworthy is that PR-proteins are key components of the immune system of plants (Ali et al., 2018). Benzoxazinoids are plant defense metabolites found in many *Poaceae* species and are known to display antimicrobial and allelopathic activities, as well as to regulate callose deposition, like in maize (Hashimoto and Shudo, 1996; de Bruijn et al., 2018). Hydroxycinnamic acid amides are another family of plant secondary metabolites reported to be positively correlated with plant resistance in several pathosystems (Muroi et al., 2009; Gunnaiah et al., 2012; Yogendra et al., 2014). Seybold et al. (2020) described significant modifications in the accumulation of benzoxazinoids and hydroxycinnamic acid amides during Z. tritici infection, between susceptible and resistant cultivars, underlining the potential importance of these metabolites in wheat resistance to the pathogen. Interestingly, we did not observe any significant accumulation of benzoxazinoids on D15. This result may be associated with the observed downregulation of the gene coding forindole-3-glycerol phosphate lyase on D5. This enzyme is known to catalyze indole formation, a precursor of the benzoxazinoid biosynthesis pathway (Gierl and Frey, 2001). 

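Indole-3-glycerol phosphate lyase releases indole, the start of benzoxazinoid synthesis. On A_99_P496502 its log2 signal fell from 8.69 ± 0.47 in C-D5-Ni to 5.78 ± 0.09 in C-D5-i (SD, n = 3), a change of -2.92 (SE 0.27, adjusted p = 2.58e-06 from limma). In C-D5-i this probe lay near the lowest values of the arrays, so that the size of the fall is less sure than its direction. A further probe with this description (A_99_P327331) rose by 0.58 (SE 0.19, adjusted p = 0.0402). That rise missed the threshold without C-D5-Ni replicate 1 (adjusted p = 0.0963) or replicate 3 (0.146) and without C-D5-i replicate 2 (0.169). It also missed it with only the compared groups in the fit (0.091), the replicate number as a block (0.0536), arrays centred on their medians (0.109) and array weights (0.081).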

Seybold et al. (2020) also observed an inhibition of benzoxazinoid accumulation in a susceptible wheat cultivar (Obelisk) in the early stage of *Z. tritici* infection only, hypothetically explained by fungal effector secretion and host defense manipulation by the pathogen during the studied interaction.

Another possible explanation of the observed modification of DEGs and DAMs in wheat leaves during the infection alone is the “hijacking” of plant metabolism by the fungus to facilitate its invasion. Indeed, still on D5, 37 out of the 43 detected DEGs were downregulated. These genes were particularly associated with response to stress (abiotic, oxidative, and pathogens) and secondary metabolism, as well as cell-wall structure and function and amino acid and protein metabolism, suggesting a deleterious effect of the fungus on these functions. In particular, we observed a significant downregulation of genes coding for HSPs, key proteins involved in plant response to different stresses (ul Haq et al., 2019). 

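Several heat shock protein transcripts fell in leaves with the fungus alone. The transcript hsp70A (A_99_P592357) fell from 11.82 ± 0.14 in C-D5-Ni to 9.84 ± 0.59 in C-D5-i (SD, n = 3, log2 signal), a change of -1.98 (SE 0.26, adjusted p = 7.4e-05 from limma). A small heat-shock protein (A_99_P223676) fell by 0.88 (SE 0.19, adjusted p = 0.00347). Of 21 heat shock protein probes, 9 were lower (9 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.23 (camera, adjusted p = 0.0101; adjusted p = 0.31 with an estimated correlation).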

We also recorded a downregulation of genes coding for proteins WIR1A and RGA2, two genes likely involved in wheat resistance against other fungal diseases, such as stripe and leaf rust (Loutre et al., 2009; Coram et al., 2010). 

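RGA2 and WIR1A stand for the wheat genes that the paper links to resistance to rusts. RGA2 (A_99_P433007) fell from 8.46 ± 0.26 in C-D5-Ni to 7.37 ± 0.57 in C-D5-i (SD, n = 3, log2 signal), a change of -1.08 (SE 0.21, adjusted p = 0.00203 from limma). WIR1A (A_99_P060636) was at 9.14 ± 0.18 in C-D5-Ni and 8.73 ± 0.73 in C-D5-i. Its change of -0.42 (SE 0.29, adjusted p = 0.348) was within the spread between replicates.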

Our results also suggest that *Z. tritici* could impair cell-wall strengthening in the studied Alixan wheat cultivar. Indeed, the fungal infection induced downregulation of six DEGs associated with cell wall structure and function, including genes encoding for cinnamyl alcohol dehydrogenase and non-specific lipid transfer proteins and precursors. 

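Cinnamyl alcohol dehydrogenase makes the alcohols from which lignin is built, and lipid transfer proteins carry lipids to the cuticle and wall. Cinnamyl alcohol dehydrogenase (A_99_P318481) fell with the fungus from 9.30 ± 0.13 in C-D5-Ni to 5.75 ± 0.04 in C-D5-i (SD, n = 3, log2 signal), a change of -3.55 (SE 0.22, adjusted p = 2.8e-08 from limma). The signal in C-D5-i was near the lowest values of the arrays, so that the size of this fall is less sure than its direction. A non-specific lipid-transfer protein (A_99_P231006) fell by 1.17 (SE 0.22, adjusted p = 0.00156). Type 1 non-specific lipid transfer protein (A_99_P446157) fell by 1.31 (SE 0.37, adjusted p = 0.0222). It missed the threshold without C-D5-Ni replicate 1 (adjusted p = 0.0601) or replicate 3 (0.0981) and without C-D5-i replicate 1 (0.0665) or replicate 3 (0.104). A further precursor (A_99_P427502) fell by 1.11 (SE 0.35, adjusted p = 0.0396). Its adjusted p was 0.0782, 0.0572 or 0.146 without C-D5-Ni replicate 1, 2 or 3, and 0.0745 or 0.134 without C-D5-i replicate 1 or 3. It was 0.0759 with arrays centred on their medians. Of 12 lipid transfer protein probes, 7 were lower and 2 higher, also when adjusted over the list alone (median -0.97, camera adjusted p = 0.0124, adjusted p = 0.28 with an estimated correlation). Of 15 phenylpropanoid probes, 2 were lower (adjusted p = 0.0829, or 0.0345 without C-D5-i replicate 2).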

Cinnamyl alcohol dehydrogenase is a key enzyme of the lignin biosynthesis pathway, for which encoding genes were also found downregulated by Rudd et al. (2015) on wheat 1 day after infection with *Z. tritici*. Seybold et al. (2020) showed lignin under-accumulation in a susceptible cultivar (Obelisk) compared to a resistant one (Chinese spring), suggesting the role of this crucial monolignol polymer in wheat resistance to *Z. tritici*. Moreover, nonspecific lipid transfer proteins (nsLTPs) also play critical roles in protective mechanisms, such as cell-wall organization, against pathogens and have even been classified as part of the PR-14 family. The other functions of this protein family, such as antimicrobial activity and systemic acquired resistance (SAR) signaling, in plant response to biotic stress have been reviewed by Liu et al. (2015). Moreover, we observed on D15 the depletion of five flavonoids. Flavonoids are known to accumulate in cell walls during infection (Mierziak et al., 2014). A decrease in their concentration may be caused by overcoming of wheat defense reactions by the fungus. In addition, we observed significant depletion of MeJA and MeSA on D5, suggesting repression of the jasmonic acid (JA) and salicylic acid (SA) pathways at this time point. These phytohormones are particularly crucial in defense against pathogen attacks. Usually, SA is considered to be the key hormone regulating defense against biotrophic pathogens, while JA would trigger defense mechanisms toward necrotrophic invaders. MeSA, a methyl form of SA, is also known as a key component in SAR onset (Thaler et al., 2012; Chen et al., 2019). In the wheat-*Z. tritici* pathosystem, Rudd et al. (2015) also detected downregulation of the SA and JA pathways at the beginning of the *Z. tritici* biotrophic phase in the susceptible cultivar Riband. The authors also reported SA accumulation during the fungal necrotrophic phase, whereas we observed a significant increase in SA concentration in wheat leaves on D15, i.e., at the end of the biotrophic phase, suggesting that SA regulation during *Z. tritici* infection is cultivar-dependent.

## Conclusion

Although Rh-Est-C12 treatment triggers significant regulations, especially on wheat leaf gene expression on D2, possibly caused by “abiotic stress-like” response due to its potential interaction with plant plasma membranes, it appears in our conditions that the RL protects wheat against *Z. tritici* without causing major alterations in plant metabolism. Our results suggest that (i) Rh-Est-C12 likely displays a neutral fitness cost in the plant at the tested concentration and (ii) that the molecule-induced protection is mainly due to its direct antifungal activity against the pathogen and, to a lesser extent, to induction of plant defenses. This study also provides new insights into molecular bases of the wheat-*Z. tritici* interaction.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

RP, MM-R, BR, PT, PHa, PM, J-LH, MH, PHu, PR, and AS conceived the project. RP, AL-D, RB, AM-G, LC, MM-R, BR, PT, PHa, PM, J-LH, MH, PHu, PR, and AS designed and/or performed the experiments. RP, AL-D, RB, AM-G, LC, PHu, and AS collected and analyzed the data. RP and AS wrote the first draft of the manuscript. All the authors contributed to the manuscript and approved the submitted version.

## Funding

This research was conducted in the framework of the project Bioscreen (Smartbiocontrol portfolio), funded by the France-Wallonie-Vlaanderen European program, Interreg V, and the CPER Alibiotech, funded by the European Union, the French State, and the French Council Hauts-de-France. Part of the publication fees of this article was supported by the Catholic University of Lille, France.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

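Leaf transcripts of wheat cv. Alixan were measured on 18 Agilent arrays hybridized in one colour. They cover 6 groups of 3 arrays: R-D2-Ni, C-D2-Ni, R-D5-Ni, C-D5-Ni, R-D5-i and C-D5-i. The conditions were taken from the deposited sample records, which name the treatment, the inoculation and the day of each array. The records name the treatment as rhamnolipid or not treated. The compound Rh-Est-C12 and the mock treatment of the controls were taken from the paper.

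The values are linear intensities for each spot, as deposited by the authors. The deposited records attribute the intensities to Agilent Feature Extraction, with no version, and the paper's methods name GenePix Pro and quantile normalization. The table and a further deposited table of the same arrays differ in 0 of 188478 cells. No array duplicates another. The largest intensity is 65535, the ceiling of the scanner. The table holds 10471 rows with values, and 1 blank row beyond them. The blank row and 186 array control spots were left out. Spots of the same probe were averaged on the log2 scale, so that 10285 spots gave 10271 probes. The table analysed here holds no columns for background or slide. The reference annotation matched 0 probes, so that genes are named by the description in the deposited table.

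By the plan the deposited values were to be used as they stand, because the paper states that they were normalized, with quantile normalization between arrays as an alternative. The array medians, from 89 to 666, are not those of quantile normalized arrays. After these medians were seen, quantile normalization of the log2 values by limma, the algorithm that the paper names, was made the setting of all values reported, and the deposited values as they stand became an alternative.

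Group differences were estimated in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), in one model of 6 group means with 12 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over the 10271 probes, and every adjusted p of a single probe in the text comes from limma. The comparisons were R-D2-Ni with C-D2-Ni and R-D5-Ni with C-D5-Ni (eliciting effect), C-D5-i with C-D5-Ni (fungal effect), R-D5-i with C-D5-i (priming effect), and R-D5-i with R-D5-Ni and with C-D5-Ni. Added to these were the priming effect minus the eliciting effect on D5, the eliciting effect on D2 minus that on D5, and C-D5-Ni with C-D2-Ni. Counts are given at an adjusted p under 0.05 and at the paper's thresholds, a fold over 2 or under 0.5 with an unadjusted p under 0.05.

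The genes named follow a rule set with the plan. For each of the 4 main comparisons they are the 10 largest rises and the 10 largest falls among probes that passed, had groups that do not overlap and had a named product, filled from probes past the paper's thresholds where fewer passed, and every gene that the paper names. Some members of the gene lists were named beside them. The values in the paper's tables had been seen when the rule was set.

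Of 30 lists of genes, matched by words in the probes' descriptions, 23 had the 5 probes needed for a test, 5 had fewer and 2 had none. They were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, with adjustment over the lists of a comparison, and with fry. The word thionin in the list of other pathogenesis-related proteins also matched methionine enzymes, which was found after its result was seen.

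The replicate numbers were checked for pairing by the correlation across probes of deviations from the group means. In the eliciting effect arrays of the same number correlated (0.418, 0.388 and 0.336 on D2 and 0.24, 0.16 and 0.134 on D5). Those of other numbers averaged -0.191 and -0.0876, which follows from these values, since deviations cancel within a group. On each day all 6 arrays correlated best with the array of their own number, so that the numbers appear to pair the arrays there. The fit of all groups uses no block, and a block was tried as an alternative.

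The model was tested on simulated data with 10271 probes. In each comparison 100 of them were changed by 1 and 100 others by 2 on the log2 scale. A change of 1 was found for 90% of the probes that had it in the eliciting effect on D2, 86% on D5, 83% in the fungal effect and 86% in the priming effect. Data with no change gave 0 calls. With changes of both sizes, 3.74% to 5.13% of the calls were false. Without the quantile normalization a change of 1 was found for 0%. The noise was drawn independently for each probe and array, and each array was shifted as a whole, which quantile normalization removes. These shares therefore do not carry over to paired arrays or correlated probes.

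The alternatives were a fit of the compared groups alone, the replicate number as a block, a test of each probe on its own variance, a trend in the variance prior, median centring, log2(value + 50), the dimmest 25% of probes left out, the other deposited table, an adjusted p together with the fold, ratios of linear means, and leaving out each array. Added to these were the deposited values as they stand, weights for the arrays, a normexp correction with an offset of 50, the spread without the dimmest array, that array multiplied by 3, the compared groups alone with the block, and the list without methionine enzymes. The number of arrays, 3 in each group, limits the precision of every comparison, and 3 arrays against 3 allow no exact p below 0.1.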

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

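The separation of organelle from other ribosomal proteins, the repeats of single genes without each array and the splits that keep the pairs of replicate numbers apart were chosen after the results were seen. The other tests here were set earlier.

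The response to treatment differed between inoculated and non-inoculated plants on D5, by a test of the difference itself, for 985 probes, and for 20 of the 25 priming probes that the paper lists. The paper chose the 25 from these same arrays by their priming effect, which is part of this difference, so that they are no independent sign of it. The count over all probes was 514 without C-D5-Ni replicate 2, 634 without R-D5-i replicate 2 and 610 without C-D5-i replicate 3. Of 100 splits of the arrays, 2 gave as many probes, the real one included, and the highest other gave 1020. The 12 splits that kept the priming groups whole gave 305 to 1020 and the 87 that mixed them at most 1, so that the count rests on the difference between R-D5-i and C-D5-i and does not by itself show how the response of non-inoculated plants differs.

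The response to treatment differed between D2 and D5 in non-inoculated plants, by a test of the difference, for 119 probes. The mock inoculation and the humid cover that the paper describes came between these days. The count was 62, 65 or 15 without R-D2-Ni replicate 1, 2 or 3, 46 or 22 without C-D2-Ni replicate 1 or 2, 21 or 194 without R-D5-Ni replicate 1 or 2, and 18, 33 or 47 without C-D5-Ni replicate 1, 2 or 3. Of 100 splits, 1, the real one, gave as many, and the highest other gave 80. These splits ignore that the replicate numbers appear to pair the arrays. Of 32 splits that part every pair, as the real one does, 1, the real one, gave as many and the highest other gave 45. Every one of these that swapped D2 arrays gave 0 probes, so that they test the D2 effect and not the difference between the days. Those that kept the D2 groups whole are too few for a share under 0.05, so that chance is not excluded for the difference. Among the 100, the 12 splits that kept the D2 groups whole gave 0 to 80 and the 87 that mixed them at most 1, so that the count rests largely on the difference between R-D2-Ni and C-D2-Ni and does not by itself show how the response on D5 differs.

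A signal outside the comparisons of the paper was the difference between untreated non-inoculated plants of D5 and of D2, with 4091 probes. The 10 splits of these arrays are too few for a share under 0.05, and the highest other split gave 0 probes against 4091.

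Gene families counted as groups gave 3 further signals, where the paper discusses single members such as aquaporin PIP1. In untreated inoculated plants 49 of 111 ribosomal protein probes were higher and 9 of 13 CBF and DREB probes were lower, and 13 of 14 aquaporin probes were higher in the priming effect. With an estimated correlation the ribosomal and CBF lists passed (adjusted p = 0.0364 each) and the aquaporins did not (adjusted p = 0.099).

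The rise of ribosomal proteins with the fungus could come from a rise of bright probes in general or from the scaling between arrays. The mean log2 signal of the list was 8.85, against 9.02 for all probes, so that it is not a bright list. The median of the list, 0.47, lay above the highest median of 10000 lists matched on mean intensity, 0.15 (permutation p = 0.0001, the smallest they can give). Bright probes in general therefore do not explain it. The matched lists were drawn probe by probe and do not carry the correlation within the list, so that this p can overstate the evidence. In the deposited values as they stand the list lay 0.463 above the median of all probes, which was -0.386. The list thus rose relative to other probes without the quantile normalization too. This difference takes out any shift common to all probes, so that it cannot decide whether the rise itself depends on scaling. Of 15 organelle probes 13 were higher, with a median of 1.04, and of 96 others 36, with a median of 0.44, and the median of single inoculated arrays over the controls was 0.396 to 0.602. A response of the leaf to the fungus, which the design names, stays open as untested, and so does a difference in RNA quality between the groups, since 2 of 9 ribosomal RNA probes were higher too. These probes do not measure RNA integrity, for which the paper required a minimal integrity number in all samples. The call of the ribosomal RNA list (camera adjusted p = 0.0478) was lost (adjusted p = 0.245 with an estimated correlation), also with the replicate block (0.0539) and without any of 4 single arrays (0.0533 to 0.0725). Binding of fungal RNA to these probes was not tested.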

How the results depend on the processing

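The deposited values as they stand, first planned as the setting to report, were made an alternative after the array medians were seen. Chosen after the data were seen were also array weights, the normexp offset, the spread without the dimmest array, that array tripled, the compared groups alone with a replicate block, and the list without methionine enzymes. The other alternatives were set before the data were examined. Of 421 results for single genes, none that passed under the reported setting or under the alternative changed direction between them. Changes of direction in genes that passed under neither setting were not counted. The same side of the threshold was kept by 377 with the compared groups alone, 410 with the replicate block, 417 with a variance trend, 402 with median centring, 416 with log2(value + 50), 418 with normexp, 382 with array weights, 224 with each probe tested on its own variance and 153 in the deposited values as they stand, where 266 no longer passed. Without the dimmest 25% of probes 363 of 366 were kept, with the spread without the dimmest array 290 of 303, and with that array tripled 87 of 118. The cause was not tested for any count that moved, given here beside the count reported.

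With the compared groups alone, 858 probes passed in the eliciting effect on D2 (327), 626 in the priming effect (1781), 2369 between R-D5-i and R-D5-Ni (3874), 456 for priming minus eliciting (985) and 209 for D2 minus D5 (119). With each probe tested on its own variance, 0 passed in the eliciting effect on D2 (1858 at an unadjusted p under 0.05 from limma), 205 in the fungal effect (1773), 1 in the priming effect, 1008 between R-D5-i and R-D5-Ni, 1808 between R-D5-i and C-D5-Ni (3746), 144 for priming minus eliciting and 0 for D2 minus D5. In the eliciting effect on D5 26 reached the paper's thresholds (76), and 9 of the 87 values of Table S2 passed (78).

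In the deposited values as they stand, 6 passed in the eliciting effect on D2, 2 on D5 (0), 33 in the fungal effect, 0 from limma in the priming effect, 66 between R-D5-i and R-D5-Ni, 31 between R-D5-i and C-D5-Ni, 2 for priming minus eliciting, 6 for D2 minus D5 and 354 between the control days (4091). The paper's thresholds were reached by 168 in the eliciting effect on D5, 204 in the priming effect (418) and 517 between R-D5-i and C-D5-Ni (897), and 9 of the values of Table S2 passed. With array weights 1268 passed in the eliciting effect on D2, 100 on D5 and 422 for D2 minus D5, and 44 reached the paper's thresholds on D5. The weight of R-D5-Ni replicate 1 was 0.275. With that array tripled and no other normalization, 212 passed between R-D5-i and R-D5-Ni, 37 for priming minus eliciting, 5 for D2 minus D5 and 32 of the values of Table S2. With the compared groups alone and a block, 1997 passed in the eliciting effect on D2 and 1 on D5. Median centring gave 1 on D5. An adjusted p with the fold gave 144 on D2 (241) and 0 on D5, where 758 had an unadjusted p under 0.05.

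Of the gene lists called, 0 of 14 held with an estimated correlation in the eliciting effect on D2, 0 of 9 on D5, 2 of 14 in the fungal effect and 0 of 11 in the priming effect. The list of other pathogenesis-related proteins reversed in the priming effect without methionine enzymes (adjusted p = 0.722), since 23 of its 38 probes were left out.

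Without single arrays, the probes that passed ranged from 57 to 310 in the eliciting effect on D2, 0 to 7 on D5, 1058 to 1667 in the fungal effect, 1020 to 1942 in the priming effect, 3169 to 3627 and 2821 to 3417 between R-D5-i and R-D5-Ni or C-D5-Ni, 514 to 1222 for priming minus eliciting, 15 to 194 for D2 minus D5 and 3333 to 3562 between the control days. Counts past the paper's thresholds ranged from 180 to 289, 42 to 167, 507 to 612, 347 to 574, 948 to 1140 and 907 to 996 in the 6 comparisons of the paper. Past the fold in the paper's direction were 71 to 79 values of Table S2, and 64 to 80 passed. Lists called ranged from 10 to 13, 6 to 9, 12 to 14 and 9 to 12.

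The arrays of the fungal and priming effects of the same replicate number did not correlate throughout (correlations -0.049, -0.0059 and -0.028, and -0.209, -0.0923 and 0.318). With the replicate block no count moved by over 1.5 times. In the eliciting effect on D2 heat shock protein 80 (adjusted p = 0.0603), WRKY13 (0.0534), an aquaporin (A_99_P424967; 0.0527), the exohydrolase ExoI (0.0623) and a lipid-transfer protein (A_99_P231006; 0.0632) no longer passed and glutaredoxin-C1 did (0.0464). The block also moved an indole-3-glycerol phosphate lyase (A_99_P327331; 0.0536) in the fungal effect, MutT/nudix-like (0.055) and heat shock protein 70-like (0.0566) between R-D5-i and R-D5-Ni out of the calls, and an indole-3-glycerol phosphate lyase (A_99_P496502; 0.0369) and an OTU-like protease (0.0407) of the priming effect into them. Of the lists, class III peroxidases passed with it on D5 (0.048) and ribosomal RNA no longer did in the fungal effect (0.0539). It changed no other call among the genes named in the paper's 6 comparisons and the lists of the 4 main ones. The table analysed here holds no background or slide columns, so that neither a correction from the former nor a slide block was run and signal over background is unknown. Up to 13 spots of an array were at the ceiling.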

Differences from the paper's values

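The tripling of R-D5-Ni replicate 1 was chosen after the values were seen. The deposited values as they stand were first planned as the setting to report and were made an alternative once the array medians were seen. At the paper's stated thresholds, with p from limma because the paper's text names no test for the arrays, the counts were larger than the paper's. The paper gives 22 DEGs for the eliciting effect on D2 where 241 probes were found, 2 on D5 where 76 were found, 38 for the fungal effect (43 in the paper's Discussion) where 521 were found, and 25 for the priming effect where 418 were found. By direction, the paper gives 6 up and 32 down in the fungal effect where 275 and 246 were found, and 7 up and 18 down in the priming effect where 245 and 173 were found. None of the alternatives set before the data were examined came within 1.5 times of these counts. Of those added later, the deposited values as they stand, made an alternative after seeing the values, gave 2 on D5 and 33 in the fungal effect at an adjusted p with or without the fold, which are not the paper's stated thresholds, and that setting drops 78 of the 87 values of Table S2. At the paper's thresholds they gave 168 and 409. The nearest of the others was 26 on D5 with each probe tested on its own variance, and 0 on D5 at an adjusted p together with the fold.

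The paper gives 43803 wheat probes on the array, and the deposited table holds 10271. No alternative changes this number.

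A fold was taken to differ where one value was over 1.5 times the other and the gap exceeded the SD between replicates, and to meet the paper's value otherwise. Of 213 fold changes in Tables S1 and S2, 4 differed in this sense. For EGG APPARATUS-1 (A_99_P308216) in the fungal effect the paper gives 0.2751, and 0.546 was found. No alternative set before the data were examined met the paper's value, and the deposited values as they stand (0.41), made an alternative after seeing the values, did, while that setting drops 78 of the 87 values of Table S2 from those that pass. Between R-D5-i and R-D5-Ni the paper gives 3.269 for chitinase 2 (A_99_P488752), and 5.01 was found. It was met with median centring (3.89), log2(value + 50) (3.87), the ratio of means (4.62) and without R-D5-Ni replicate 1 or R-D5-i replicate 1, and by the deposited values as they stand (4.88) and the tripled array (3.38), and not without the other arrays or the dimmest probes. For mitogen-activated protein kinase 7 (A_99_P452302) the paper gives 0.3142, and 0.484 was found. It was met with median centring (0.434), the ratio of means (0.466), without R-D5-Ni replicate 1 (0.37) or 3 (0.454) or R-D5-i replicate 1 (0.385) and by the tripled array (0.377), and not by log2(value + 50), without the other arrays or without the dimmest probes. For ribulose-1,5-bisphosphate carboxylase (A_99_P625436) the paper gives 0.4845, and 0.965 was found. It was met with median centring (0.712) and the tripled array (0.619), and by no other alternative.

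The ratio of the deposited linear means lay within 1% of the paper's fold for 84 of the 87 values of Table S2 and 67 of the 126 of Table S1. With R-D5-Ni replicate 1 multiplied by 3, a setting chosen after seeing the values, these were 86 and 123. Under that setting 32 of the 87 values of Table S2 passed the test, so that it drops 55 of those that the paper calls, and 78 passed in the normalized values. In Table S2, 4 folds lie between 0.5 and 2, and in Table S1, 5 do.

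The paper describes most changes as decreases in the fungal and priming effects. In the normalized values the higher probes made up 52.8% and 58.6% at the paper's thresholds. In the deposited values as they stand, made an alternative after seeing the values, they made up 20.3% in the fungal effect, the direction that the paper gives, and 68.6% in the priming effect. Of the paper's own probes, 30 of 38 and 17 of 25 passed as lower. The paper chose them from these same arrays, with 32 and 18 as decreases, so that this share follows from that choice. The paper ranks the fungal effect first, and here 1773 probes passed in it and 1781 in the priming effect, with 521 and 418 at the paper's thresholds.

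The paper describes the priming DEGs as distinct from those of the eliciting and fungal effects, except heat shock proteins 80 and 70-like, which it finds in the fungal effect. Table S2 lists no priming probe in the eliciting effect on D5. It lists 5 in the eliciting effect on D2, heat shock protein 80, the nodulin-like protein, WCAB, peroxidase 6 and CP24. The paper's Discussion counts fewer priming DEGs as over-expressed than its Results.

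Of the genes that the paper calls, 9 values missed the adjusted threshold here, all with the paper's direction. The class I chitinase and the rDNA repeat of the eliciting effect on D5 had adjusted p-values of 0.359 and 0.595. Array weights called the former (0.0134), and the deposited values as they stand (9.4e-07) and the compared groups alone with a block (0.0373) called the latter. WIR1A in the fungal effect (0.348) and WZF1 in the priming effect (0.356) passed under no setting. FLA15 in the fungal effect (0.0696) passed with the compared groups alone (0.0067), array weights (0.0352) and the spread without the dimmest array. In the eliciting effect on D2, the exoglucanase precursor (0.0773; 0.0377), glutamyl-tRNA reductase 2 (0.079; 0.00595), the Rubisco small chain (0.0512; 0.0108) and the auxin efflux carrier (0.102; 0.00243) missed it and passed with the compared groups alone. All 4 also passed with array weights and with the compared groups alone and a block. The Rubisco small chain further passed with median centring, log2(value + 50), without the dimmest probes and with the spread without the dimmest array, and the exoglucanase precursor without C-D2-Ni replicate 3. Array weights, the block on the compared groups alone and the spread without the dimmest array were chosen after seeing the values.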

Other observations

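The tests of the dimmest array and of a general decrease, that of the hour of sampling, and the ratio in the deposited values as they stand were chosen after the results were seen. Untreated leaves changed their transcripts strongly between D2 and D5. Aquaporins fell, with 13 of 14 probes lower on D5, 1 higher and a median of -3.04 (camera, adjusted p = 7.23e-12; adjusted p = 0.143 with an estimated correlation). CBF and DREB factors rose, with 9 of 13 probes higher (adjusted p = 7.82e-05, adjusted p = 0.143 with an estimated correlation), and 7 of 9 WRKY probes were higher (median 1.58, adjusted p = 0.00168, adjusted p = 0.307 with an estimated correlation). Heat shock proteins fell, with 13 of 21 probes lower and 2 higher (adjusted p = 0.0234, adjusted p = 0.532 with an estimated correlation). Beta-amylase fell by 4.53 (adjusted p = 2.18e-11 from limma), chalcone synthase 2 fell by 4.09, and LigA rose by 4.49 (adjusted p = 4.76e-12). In all 2060 probes were higher and 2031 lower. The day of sampling, the age of the leaf and the mock inoculation with the humid cover after it, which the paper describes between D2 and D5, change together here.

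Leaves that were treated and inoculated had transcripts of ribosomal and cold proteins above those of non-inoculated leaves. Compared with C-D5-Ni, 10 of 21 light-harvesting probes were lower in R-D5-i (median -0.57, camera adjusted p = 0.00119, adjusted p = 0.387 with an estimated correlation), while 5 of 47 other photosynthesis probes were higher and 10 lower, and the photosystem II 10 kDa polypeptide rose by 3.06 (adjusted p = 2.54e-05 from limma). In the same comparison 80 of 111 ribosomal probes were higher and 2 lower (adjusted p = 1.75e-20, adjusted p = 0.0302 with an estimated correlation), 20 of 29 probes for cold and dehydration proteins were higher (median 0.99, adjusted p = 2.48e-09, adjusted p = 0.0302 with an estimated correlation) and 9 of 14 aquaporin probes were higher (adjusted p = 0.00044, adjusted p = 0.387 with an estimated correlation). Of 9 probes that name ribosomal RNA, kept as an indirect sign of RNA quality, 4 were higher and 1 lower there at an unadjusted p under 0.05 from limma. Compared with R-D5-Ni, 13 of 14 aquaporin probes were higher (median 1.23, adjusted p = 1.4e-07, adjusted p = 0.229 with an estimated correlation).

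The splits of 3 arrays against 3 number 10, too few for a share under 0.05. Probes that passed numbered 327 in the eliciting effect on D2 with 0 in the highest other split, 0 on D5 (1), 1773 in the fungal effect (0), 1781 in the priming effect (307), 3874 between R-D5-i and R-D5-Ni (1) and 3746 between R-D5-i and C-D5-Ni (1). At the paper's thresholds the counts were 241 (51), 76 (62), 521 (83), 418 (136), 1028 (174) and 897 (54) in the same order. Lists called numbered 14 (10), 9 (8), 14 (12) and 11 (12). In the eliciting effect, where the replicate numbers appear to pair the arrays, only 3 other splits part every pair as the real one does. The highest of these gave 9 probes on D2 and 34 on D5 at the paper's thresholds, 0 and 0 probes that passed, and 10 and 8 lists. The others, which part 1 pair each, gave up to 51 and 62, 0 and 1, and 10 and 5. For the 0 probes on D5 all 10 splits gave as many, for the 11 lists of the priming effect 2 did, and for each other count only the real split, 1 of 10, did. The 327 became 165, 151 or 62 without R-D2-Ni replicate 1, 2 or 3 and 141 or 57 without C-D2-Ni replicate 1 or 2, the 1773 became 1058 without C-D5-Ni replicate 2, the 1781 became 1020 without C-D5-i replicate 3, and the 76 became 42, 153 or 167 without R-D5-Ni replicate 1, 2 or 3.

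In the deposited values as they stand, falls outnumber rises in the eliciting effect on D5 at the paper's thresholds, with 167 of 168 probes lower (99.4%) and the median of all probes at -0.64. Without R-D5-Ni replicate 1, 11 of 69 were lower (15.9%) and the median was 0.21. The medians of 2 of the R-D5-Ni arrays lie above that of a C-D5-Ni array. Array medians cannot decide whether most transcripts decreased in treated plants, since those of replicates differ widely, from 89 to 566 in R-D5-Ni. A candidate explanation is that R-D5-Ni replicate 1, whose median is 89, was dim for a technical reason.

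Treated inoculated plants differed from untreated non-inoculated plants in more probes than untreated inoculated plants did, 3746 against 1773, a ratio of 2.11. The dimmest array has no part in this ratio except through the spread, so that it does not explain it, while scaling between arrays stays open: the ratio was 2.45 with arrays centred on their medians, which is itself a scaling, and 0.939 in the deposited values as they stand (31 against 33 probes). The slope of the fold changes between R-D5-i and R-D5-Ni on those of the fungal effect argues against a response of untreated plants made larger throughout. Corrected for noise, it was 0.75 (0.626 to 0.849 without single arrays, 0.601 uncorrected), across probes, which are not independent replicates. The slope uses R-D5-Ni where the ratio uses C-D5-Ni, and it is 1 value for all probes. A larger response of some probes therefore stays open. The comparisons behind the slope share no array, and their fold changes had r = 0.49, against a median of 0.00 in simulated unchanged groups (95% from -0.52 to 0.51), and a covariance of 0.16, outside the -0.0295 to 0.0286 of those groups, with 1082 probes in both, 1019 of them in the same direction, where chance gives 669. A different hour of sampling between groups stays open, since only 1 circadian clock probe was measured. The change with inoculation differed between treated and untreated plants for 985 probes, by the test of priming minus eliciting (514 without C-D5-Ni replicate 2, 634 without R-D5-i replicate 2 and 610 without C-D5-i replicate 3). The paper found that spores on treated leaves were less developed on D5. A changed response of the plant and a weaker infection therefore cannot be told apart in these counts.

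The fold changes of the fungal effect and of the eliciting effect on D5, which share the C-D5-Ni arrays, had r = 0.38 across probes, and simulated unchanged groups with these controls gave a median of 0.53 (95% from -0.09 to 0.81). The covariance of the fungal and priming effects, -0.0523, lay within -0.0713 to 0.00252 in such groups, so that part of their opposite directions could come from the shared C-D5-i arrays (covariance -0.0262 in the median simulation).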
